# Cerebellar Oxidative DNA Damage and Altered DNA Methylation in the BTBR T+tf/J Mouse Model of Autism and Similarities with Human Post Mortem Cerebellum

**DOI:** 10.1371/journal.pone.0113712

**Published:** 2014-11-25

**Authors:** Svitlana Shpyleva, Samuil Ivanovsky, Aline de Conti, Stepan Melnyk, Volodymyr Tryndyak, Frederick A. Beland, S. Jill James, Igor P. Pogribny

## Abstract

The molecular pathogenesis of autism is complex and involves numerous genomic, epigenomic, proteomic, metabolic, and physiological alterations. Elucidating and understanding the molecular processes underlying the pathogenesis of autism is critical for effective clinical management and prevention of this disorder. The goal of this study is to investigate key molecular alterations postulated to play a role in autism and their role in the pathophysiology of autism. In this study we demonstrate that DNA isolated from the cerebellum of BTBR T+tf/J mice, a relevant mouse model of autism, and from human post-mortem cerebellum of individuals with autism, are both characterized by an increased levels of 8-oxo-7-hydrodeoxyguanosine (8-oxodG), 5-methylcytosine (5mC), and 5-hydroxymethylcytosine (5hmC). The increase in 8-oxodG and 5mC content was associated with a markedly reduced expression of the 8-oxoguanine DNA-glycosylase 1 (*Ogg1*) and increased expression of *de novo* DNA methyltransferases 3a and 3b (*Dnmt3a* and *Dnmt3b*). Interestingly, a rise in the level of 5hmC occurred without changes in the expression of ten-eleven translocation expression *1 (Tet1)* and *Tet2* genes, but significantly correlated with the presence of 8-oxodG in DNA. This finding and similar elevation in 8-oxodG in cerebellum of individuals with autism and in the BTBR T+tf/J mouse model warrant future large-scale studies to specifically address the role of *OGG1* alterations in pathogenesis of autism.

## Introduction

Autism is a clinically complex, heterogeneous, and behaviorally-defined neurodevelopmental disorder characterized by impaired social skills, communication, and repetitive behaviors. Substantial effort has been devoted in recent years to uncover the underlying mechanisms of genomic, epigenomic, proteomic, metabolic, and physiological alterations associated with the disease development. Although the role of genetic factors in autism has been extensively studied, the genetic variations are extremely heterogeneous and their phenotypic penetrance is highly variable in different individuals [1]–[3]. In addition to genetic alterations, mounting evidence indicates a key role of other molecular and physiological abnormalities, including immune dysregulation, neuroinflammation, epigenetics, oxidative stress, and mitochondrial dysfunction [4]; however, the underlying molecular pathogenesis of autism remains elusive.

In recent years, the cerebellum has emerged as one of the key brain regions affected in autism [5]. This is evidenced by several well-established observations indicating the essential role of autism in the development of basic social capabilities [6], its involvement in extensive neural networks that govern the social, communication, repetitive/restrictive behaviors [7], and motor and cognitive deficits impaired in autism [8].

Elucidating and understanding the molecular processes underlying the pathogenesis of autism is critical for effective clinical management and prevention of this disorder. Investigation of these mechanisms using human subjects is desirable; however, epidemiological and imaging studies are not able to address causality or the molecular underpinnings of the disease. Animal models that resemble core human autistic symptoms may substantially overcome the limitations of human studies and have the flexibility to provide important additional clues regarding the etiology and molecular pathogenesis of autism. Several mouse models have been developed to simulate autism symptoms in humans. Among all mouse models, the inbred BTBR T+tf/J mice is one of the most relevant and commonly used animal models to study autism because they exhibit an autism-like behavioral phenotype [9]–[11]. In addition to behavioral similarities, multiple studies have shown that BTBR T+tf/J mice share many similarities in neuroanatomical and physiological features found in individuals with autism [12]–[14].

Escalating evidence suggests that oxidative stress and aberrations in the cellular epigenome, especially aberrant DNA methylation, are key molecular features of autistic phenotype [15], [16] that are linked to alterations in glutathione metabolism and folate-dependent trans-methylation and trans-sulfuration pathways [17]–[22]. While alterations causing these pathological signs are of great importance, little is known about the underlying mechanisms responsible for their persistence in the pathophysiology of autism.

Based on these considerations, the goal of this study was to evaluate key molecular alterations postulated to play a role in autism and their role in the pathophysiology of autism using inbred BTBR T+tf/J mice, a strain that exhibits an autism-like behavioral phenotype, including deficits in reciprocal social interactions and social approach, and high levels of repetitive self-grooming behavior [9]–[11] in contrast to C57BL/6J mice, a mouse strain characterized by a high sociability and low grooming behavior [14]. In this study, we demonstrate that DNA isolated from the cerebellum of BTBR T+tf/J mice and from human post-mortem cerebellum of individuals with autism, are both characterized by an increased levels of 8-oxo-7-hydrodeoxyguanosine (8-oxodG), 5-methylcytosine (5mC), and 5-hydroxymethylcytosine (5hmC). The increased 8-oxodG and 5mC content were associated with a markedly reduced expression of the 8-oxoguanine DNA-glycosylase 1 (*Ogg1*) and increased expression of *de novo* DNA methyltransferases 3a and 3b (*Dnmt3a* and *Dnmt3b*). Interestingly, a rise in the level of 5hmC occurred without changes in the expression of ten-eleven translocation expression *1 (Tet1)* and *Tet2* genes, but significantly correlated with the presence of 8-oxodG in DNA.

## Materials and Methods

### Mouse and Human Cerebellar samples

The frozen cerebellum from male and female BTBR T+tf/J and C57BL/6J mice (8 weeks of age, n = 5 per gender/strain) were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). The frozen blocks of post-mortem cerebellum from autism individuals (n = 15) and unaffected control individuals (n = 15) were obtained from the National Institute of Child Health and Development Brain Tissue Bank for Developmental Disorders at the University of Maryland, and from the Autism Tissue Program at the Harvard Brain Tissue Resource Center, Bellmont, MA, USA. All donors had a confirmed diagnosis of autism based on Diagnostic and Statistical Manual of Mental Disorders and Diagnostic Interview Revised. Autism and control groups were matched, as closely as possible, for post-mortem interval, age, gender, race, and cause of death. The demographic data of case-control tissue samples are detailed in James *et al.* [23]. The analysis of postmortem brain specimens is not defined as human research by the United State Department of Health and Health Services (DHHS) and Food and Drug Administration (FDA) regulations.

### Analysis of 8-oxo-7-hydrodeoxyguanosine, 5-methylcytosine, and 5-hydroxymethylcytosine in cerebellar DNA

The levels of 8-oxodG, 5mC, and 5hmC in mouse and human cerebellar DNA were measured by liquid chromatography combined with electrospray tandem mass spectrometry (LC-MS/MS) as described previously [22], [23].

### Determination of mitochondrial DNA damage

The extent of mitochondrial DNA damage was determined by measuring the mitochondrial DNA and genomic DNA (mtDNA/gDNA) ratio in the mouse DNA samples by using the NovaQUANT Mouse Mitochondrial to Nuclear DNA Ratio Kit (EMD Millipore, Billerica, MA, USA) according to the manufacturer's protocol. Briefly, simultaneous analysis of copy number of the beclin 1 (*Becn1*) and nebulin (*Neb*) genes and mitochondrial 12S rRNA gene and mitochondrial DNA fragment trLEU was accomplished by quantitative PCR (qPCR) for each DNA sample, and the mtDNA/nDNA ratio was calculated by using the relative copy number method.

### RNA extraction and gene expression analysis using microarray technology

Total RNA was extracted from a cerebellum tissue using RNeasy Mini kits (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Gene expression profiles in the cerebellum of BTBR T+tf/J and C57BL/6J mice were determined utilizing Agilent whole genome 8×60 K mouse microarrays (Agilent Technologies, Santa Clara, CA, USA). Sample labeling and microarray processing were performed as detailed in the “One-Color Microarray-Based Gene Expression Analysis” Version 5.5 (Agilent Technologies) protocol. The hybridized slides were scanned with an Agilent DNA Microarray scanner (Agilent Technologies) at 5 µm resolution. The resulting images were analyzed by determining the Cy3 fluorescence intensity of all gene spots (features) on each array using the Agilent Feature Extraction Software (Version 10.7). The raw data were then uploaded into the ArrayTrack database [24]. The median fluorescence intensity of all the pixels within one feature was taken as the intensity value for that feature. The raw intensity values were then normalized using 75 percentile channel scaling normalization using ArrayTrack. A list of differentially expressed genes was generated with ArrayTrack using a *t*-test at p-value <0.05 and a fold change at >2.0.

### Functional analysis of significant genes

Ingenuity Pathway Analysis software (IPA, IPA version 9.0; Ingenuity Systems, Redwood City, CA, USA) was used to determine canonical pathways that were enriched for significant mRNA transcripts identified from the *t*-test analysis. Significance values were calculated based upon a right-tailed Fisher's exact test that determined whether a pathway was overrepresented by calculating whether the genes in a given pathway were enriched within the data set compared to all genes on the array; p<0.05 was selected as the cutoff for significance based on IPA threshold recommendations. Only those pathways with a p-value below the threshold and having more than three representative genes in the data set were considered significant.

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA (2 µg) was reverse transcribed using random primers and High Capacity cDNA Reverse Transcription kit (Life Technologies, Grand Island, NY, USA) according to the manufacturer's protocol, and cDNA was analyzed in a 96-well plate assay format using the 7900HT Fast Real-Time PCR System (Life Technologies). Each plate contained experimental genes, and a housekeeping gene. All primers were obtained from Applied Biosystems. The cycle threshold (C_t_) for each sample was determined from the linear region of the amplification plot. The ΔC_t_ values for all genes were determined relative to the endogenous control glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*). The ΔΔC_t_ values were calculated using treated group means relative to strain-matched control group means [25]. The fold change data were calculated from the ΔΔC_t_ values. All qRT-PCR reactions were conducted in triplicate and repeated twice.

### Western blot analysis

The level of trimethylation of histone H3 lysine 4 (H3K4), H3 lysine 9 (H3K9),H3 lysine 27 (H3K27), and H4 lysine 20 (H4K20), dimethylation of H3K9 and H4K20, acetylation of H3K9, H3K27, and H4 lysine 16 (H4K16), and the levels of tuberous sclerosis 2 (TSC2) protein and AKT in the cerebellum of BTBR T+tf/J and C57BL/6J mice was analyzed by Western blot analysis as described in Tryndyak *et al.* [26]. The following primary antibodies, rabbit polyclonal anti-H3K4me3 (Millipore, #07-473), anti-H3K9me3 (Millipore, #07-523), anti-H3K27me3 (Millipore, #07-449), and anti-H4K20me3 (Millipore, #07-463), anti-H3K9me2 (Millipore, #07-212), anti-H4K20me2 (Millipore, #07-367), anti-H3K9ac (Millipore, #06-942), anti-H3K27ac (Millipore, #07-360), anti-H4K16ac (Millipore, #06-762); rabbit monoclonal anti-Tuberin/TSC2 (D93F12) XP (Cell Signaling, #4308)), and anti-protein kinase B (AKT/pan) (C67E7) (Cell Signaling, #4691)) at 1∶1000 dilution were used for immunoblotting.

### Gene-specific DNA methylation

The methylation status of the mouse *Ogg1* promoter region was determined by direct bisulfite-sequencing analysis as previously described [27], [28].

### Statistical analyses

Results are presented as mean ± S.D. Data were analyzed by one-way analysis of variance (ANOVA), with pair-wise comparisons being made by the Student-Newman-Keuls method. When necessary, the data were natural log transformed before conducting the analyses to maintain a more equal variance or normal data distribution. Pearson product-moment correlation coefficients were used to determine the relationship between levels of gene expression and 8-oxodG. P-values<0.05 were considered significant.

## Results

### Microarray analysis of gene expression in the cerebellum of BTBR T+tf/J and C57BL/6J mice

In recent years a transcriptomic profiling has become a powerful tool for a better understanding of molecular pathways and uncovering the underlying mechanisms in the pathogenesis of various pathological states, including autism. Therefore, gene expression profiles in the cerebellum of BTBR T+tf/J and C57BL/6J mice were examined using high-throughput Agilent whole genome 8×60 K mouse microarrays. 

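The BTBR T+tf/J strain (BTBR) is an inbred mouse strain used as a model of autism, and C57BL/6J is the inbred strain it was compared with. RNA from the cerebellum of 16 mice at 8 weeks of age was labelled with the dye Cy3 and hybridised to 16 arrays in 4 groups, with 4 males and 4 females of each strain. Table S1 gives the same number of mice per group. The methods give a larger number of mice per strain and sex, and the others are not analysed here. The arrays lay on 2 slides of 8 arrays, and each slide held 2 arrays of every group. Of the features of each array, 3671 were controls, and the remaining 59305 held 55681 different probes. The authors extracted the intensity of each feature with Agilent Feature Extraction, and they deposited these values for every array beside a table in which each array had been scaled to its 75th percentile.

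The number of probes well above background, as flagged by Feature Extraction, was 30759 to 35201 in C57BL/6J males (median 33043), 31591 to 35304 in C57BL/6J females (median 33401), 29857 to 35991 in BTBR males (median 32870.5) and 29909 to 34611 in BTBR females (median 32698). Slide 1 gave 33535 to 35991 such probes per array and slide 2 gave 29857 to 32551, so depth followed the slide more than the group. Spots at saturation numbered 0. Here the processed signal, which Feature Extraction corrects for background, was taken as log2 and reduced by the 75th percentile of its array, and every level below is on this scale. A probe was tested if it was well above background on all 4 arrays of at least 1 group, which left 31077 probes (55.8%) with 22078 gene names. Limma was fitted once to all 16 arrays with the 4 groups, so that the groups shared an estimate of the spread of each probe. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, within each sex. Where a probe was not well above background on any array of a group, its fold change is given as a bound in the form of at least N-fold. The bound sets the mean of the brighter group against the mean, in the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. With 4 arrays per group, the number of arrays limits the precision of every value.

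The sex labels were checked with genes on the sex chromosomes. Ddx3y on the Y chromosome was at 1.15 ± 0.10 (SD, n = 4) in C57BL/6J males and 1.22 ± 0.06 (SD, n = 4) in BTBR males, and it was not well above background on any female array. Xist, at the brighter of the probes named in this spelling, was at -0.32 ± 0.68 (SD, n = 4) in C57BL/6J females and -0.05 ± 0.68 (SD, n = 4) in BTBR females. That probe was also well above background on 1 of the 4 male arrays of each strain, and the other probe of this spelling was so on 0 of the 8 male arrays. Further probes, named XIST, also differed between the sexes. Their log2 differences, male minus female, lay between -9.97 and -8.12 in C57BL/6J and between -9.94 and -8.32 in BTBR.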

The microarray gene expression data have been deposited in the NCBI's Gene Expression Omnibus (GEO) database (accession number GSE62594). 

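The 16 arrays were clustered by average linkage on 1 minus Pearson's r over the tested probes, each centred on its mean over the arrays. The first split gave 2 branches of 8 arrays, each with 4 BTBR and 4 C57BL/6J arrays, so that 8 of the 16 arrays were placed with their strain. The first branch held males 2 and 3 and females 1 and 4 of BTBR, with males 3 and 4 and females 1 and 2 of C57BL/6J. The tree had to be divided into 4 branches before each held arrays of 1 strain. The alternative that moved this result most kept only the probes called by the methods' t-test in either sex, which had been selected for differing between the strains. There the first split placed 16 of 16 arrays with their strain.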

Unsupervised hierarchical clustering of the gene expression data showed that each mouse strain could be distinguished by its gene expression profile (Figure 1A). The tight clustering of samples within each mouse strain indicated the high quality data that would allow subtle differences in gene expression to be identified. 

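The median Pearson's r between the probe-centred profiles of 2 arrays was 0.0399 within a strain, with a range from -0.446 to 0.746. Between arrays of different strains the median was -0.225, with a range from -0.739 to 0.557. The ranges overlapped, so that some pairs of arrays of different strains were closer than some pairs of the same strain. Without centring, r between 2 arrays lay between 0.922 and 0.993.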

Principal component analysis utilizing the entire gene expression dataset also showed the relatively tight clustering of each strain and the clear difference between gene expression profiles in the cerebellum of BTBR T+tf/J and C57BL/6J mice (Figure 1B).

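Principal component analysis used 31035 of the tested probes, those with a value on every array. Principal component 1 held 40.8% of the variance and did not separate the strains. Scores on it were 8.08 ± 71.1 (SD, n = 8) in BTBR, from -68.8 to 97.4, and -8.08 ± 67.5 (SD, n = 8) in C57BL/6J, from -76.9 to 93.0 (exact permutation test, two-sided, p = 0.639). Principal component 2 held 21.0% of the variance. BTBR arrays scored 46.2 ± 6.31 (SD, n = 8) on it, from 34.5 to 54.1, and C57BL/6J arrays -46.2 ± 11.0 (SD, n = 8), from -71.7 to -38.1, without overlap (exact permutation test, two-sided, p = 0.000155, the smallest that the 12870 splits can give). The sexes did not differ on principal component 2 (exact permutation test, two-sided, p = 0.768). Within each strain the SD of the scores on principal component 1 was larger than the distance between the strain means. The alternative that moved the share of principal component 1 most kept the 1576 probes called by the methods' t-test in either sex, and there it held 73.6% of the variance and separated the strains.

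**Figure D1:**
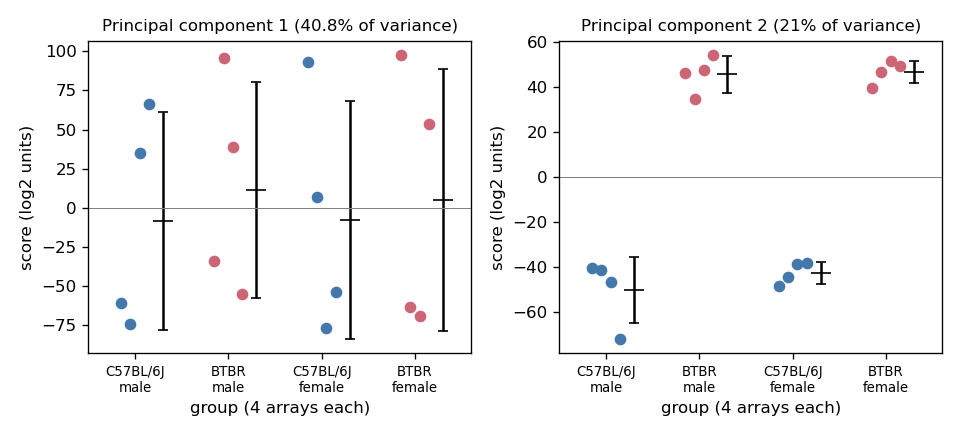
Scores of the 16 arrays on principal components 1 and 2, from log2 signal relative to the 75th percentile of each array. Each point is an array, by strain and sex: the strains lie on opposite sides of 0 on principal component 2 and spread over the same range, from -76.9 to 97.4, on principal component 1.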

**Figure 1:**
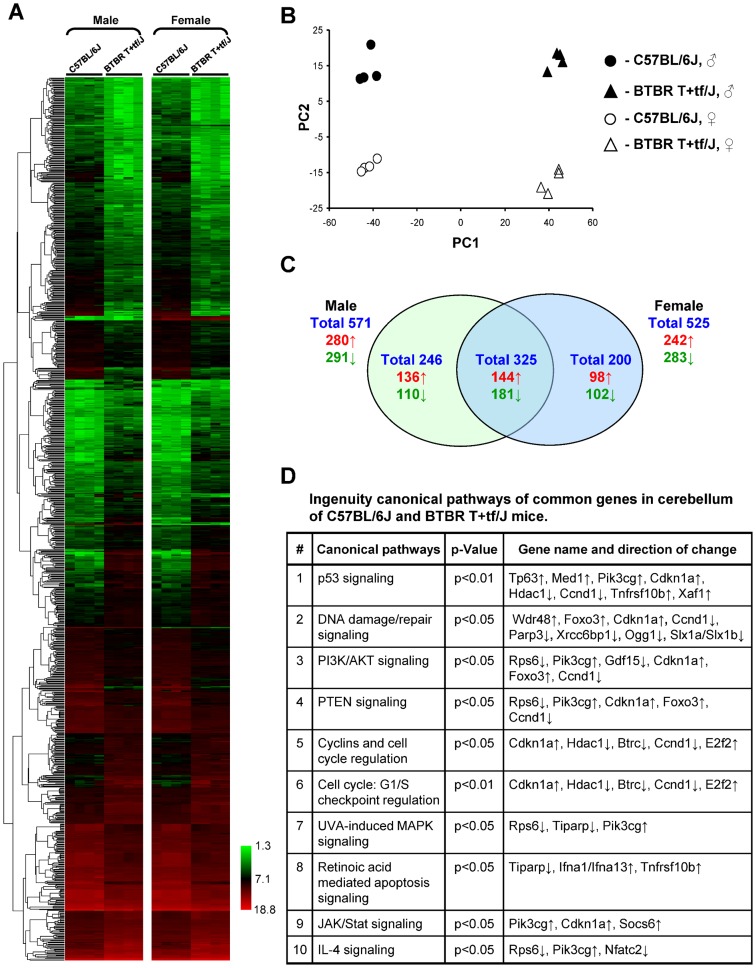
Whole genome microarray analysis of gene expression in the cerebellum of BTBR T+tf/J and C57BL/6J mice. (**A**) Heat map illustrating significant differences in global gene expression between BTBR T+tf/J and C57BL/6J mice. The color bar identifies high-expressed (red) and low-expressed (green) genes. (**B**) Principal component analysis illustrating similarities and differences between BTBR T+tf/J and C57BL/6J mouse strains. (**C**) Venn diagram showing genes that were significantly different between BTBR T+tf/J and C57BL/6J mice. (**D**) Summary of molecular pathways that significantly differ between BTBR T+tf/J and C57BL/6J mice. The Ingenuity Pathway Analysis database (version 9.0) was used to determine and visualize molecular pathways enriched by the significant mRNA transcripts a P-value of <0.05 were considered “enriched”.

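The methods' t-test, run on the same log2 values of 4 arrays against 4 within each sex and at the threshold of the methods without adjustment, called 1064 genes differing between strains in males and 1023 genes differing between strains in females. Among genes differing between strains in both sexes, 721 were called in the same direction in both sexes. The same test on the median signal of each feature, which the methods name, called 613 and 632 genes, with 429 in both sexes, and without the filter on dim probes it called 1432 genes in males and 1419 in females. Both settings were added after the first counts were seen. A gene was counted once per direction if at least 1 of its probes was called. Non-coding transcripts and probes without a gene name count as genes in these and the following counts.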

To identify genes that were differentially expressed between BTBR T+tf/J and C57BL/6J mice, a t-test, p<0.05, coupled with a fold-change cut-off>2 was applied. A total of 325 genes, common for male and female mice, were found to be differentially expressed, up-regulated and down-regulated, in the cerebellum of BTBR T+tf/J mice as compared to C57BL/6J mice (Figure 1C). 

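With limma and Benjamini-Hochberg adjustment, 793 genes differed between the strains in males, 351 of them higher and 442 lower in BTBR. In females 759 genes differed, with 340 higher and 419 lower. In both sexes, in the same direction, 582 genes differed through 678 probes, of which 261 genes were higher and 321 lower in BTBR, with 2 genes counted in each direction through different probes. No probe called in both sexes had opposite directions in them (0 probes). The alternative that moved the count in both sexes most was the methods' t-test after Benjamini-Hochberg adjustment, which gave 285 genes. Of the 301 probes higher in BTBR in both sexes, 27 (8.97%) were not well above background on any C57BL/6J array. Of the 377 lower probes, 62 (16.4%) were not so on any BTBR array. Probes well above background on only some arrays of that strain are not in these numbers.

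Across the 678 probes called in both sexes, the log2 fold changes of the sexes correlated with Pearson's r = 0.989 and Spearman's rho = 0.978, and across all 31077 tested probes with r = 0.759 and rho = 0.497. These are correlations across probes, which are not independent replicates. Probes called in males only belonged to 226 genes, and probes called in females only to 194. These genes were counted by probe, and some of them were also called in both sexes through another probe. Such calls came from 449 probes, of which 427 (95.1%) changed in the same direction in the other sex. Their median log2 fold change was 1.31 in the sex of the call and 0.89 in the other sex. In a test of the difference between the sexes itself, limma's strain-by-sex interaction, 0 genes passed an adjusted p under 0.05. At an unadjusted p under 0.05, 403 genes passed through 422 probes, where 1554 probes were expected by chance. The methods' t-test gave 84 genes for the interaction at its own threshold.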

Despite the fact that differential expression of the majority of these genes may be driven by genomic variations between these mouse strains, a pathway enrichment analysis of the differentially expressed genes showed a strong enrichment in critical cell cycle/stress-related genes associated with DNA damage, chromatin organization, and cell death signaling, including the XIAP associated factor 1 (*Xaf1*), WD repeat domain 48 (*WD48*), forkhead box protein O3 (*Foxo3*), cyclin-dependent kinase inhibitor 1A (*Cdkn1a*, *p21*), cyclin D1 (*Ccnd1*), poly(ADP-ribose) polymerase 3 (*Parp3*), and *Ogg1* in the cerebellum of BTBR T+tf/J mice (Figure 1D and Table S1).

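Each gene is given at the probe of the accession that Table S1 lists, with coordinates as the files give them on mm9. The exons of that build were not used here. Wdr48, measured on chromosome 9 from 119834287 to 119834346, was at 0.28 ± 0.28 (SD, n = 4) in C57BL/6J males and 4.07 ± 0.31 (SD, n = 4) in BTBR males. In females the levels were 0.10 ± 0.15 (SD, n = 4) and 4.07 ± 0.26 (SD, n = 4). Its log2 fold change was 3.79 in males (SE 0.186, adjusted p = 1.73e-08 from limma) and 3.96 in females (adjusted p = 1.51e-08 from limma). Foxo3, on chromosome 10 from 41905610 to 41905669, was not well above background on any C57BL/6J array and was on all 8 BTBR arrays. It was at least 3.06-fold higher in BTBR males and at least 2.73-fold higher in BTBR females (adjusted p = 0.000338 and 0.000732 from limma). The other Foxo3 probe, of another transcript record, at 41967288 to 41967347, went the opposite way, with log2 fold changes of -4.92 in males and -5.12 in females (adjusted p = 0.000165 and 0.000114 from limma), and it was well above background on 1 of 4 BTBR arrays of each sex. The median over both probes reversed the direction of Foxo3, to -1.11 in males and -1.31 in females.

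Cdkn1a, on chromosome 17 from 29237377 to 29237436, had a log2 fold change of 1.86 in males (SE 0.258, adjusted p = 4e-04 from limma) and 1.29 in females (adjusted p = 0.00776 from limma). Ccnd1, on chromosome 7 from 152116202 to 152116261, was lower in BTBR, with a log2 fold change of -1.05 in males (SE 0.160, adjusted p = 0.000911 from limma) and -1.21 in females (adjusted p = 0.000259 from limma). Parp3, on chromosome 9 from 106372743 to 106372802, was also lower, by a log2 fold change of -1.30 in males (SE 0.121, adjusted p = 9.64e-06 from limma) and -1.34 in females (adjusted p = 6.82e-06 from limma). Its fold change was below 2 with the median signal of each feature, at -0.998 and -0.913 on the log2 scale. Ogg1, on chromosome 6 from 113284105 to 113284164, was at -1.41 ± 0.31 (SD, n = 4) in C57BL/6J males and -3.20 ± 0.43 (SD, n = 4) in BTBR males. In females it was at -1.34 ± 0.45 (SD, n = 4) and -3.16 ± 0.34 (SD, n = 4), and the log2 fold changes were -1.78 in males (SE 0.264, adjusted p = 0.000683 from limma) and -1.81 in females (adjusted p = 0.000636 from limma). With each array left out in turn, the log2 fold change of Ogg1 stayed between -1.94 and -1.60 in males and between -1.96 and -1.63 in females. Variation between the strains under a probe can change its signal, and it was not measured on these arrays.

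The paper reasons that differences between the genomes of the strains may drive most of these genes, and it states from its pathway analysis that genes of DNA damage, chromatin organization and cell death signaling were enriched among them. That pathway database was not used here.

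**Figure D2:**
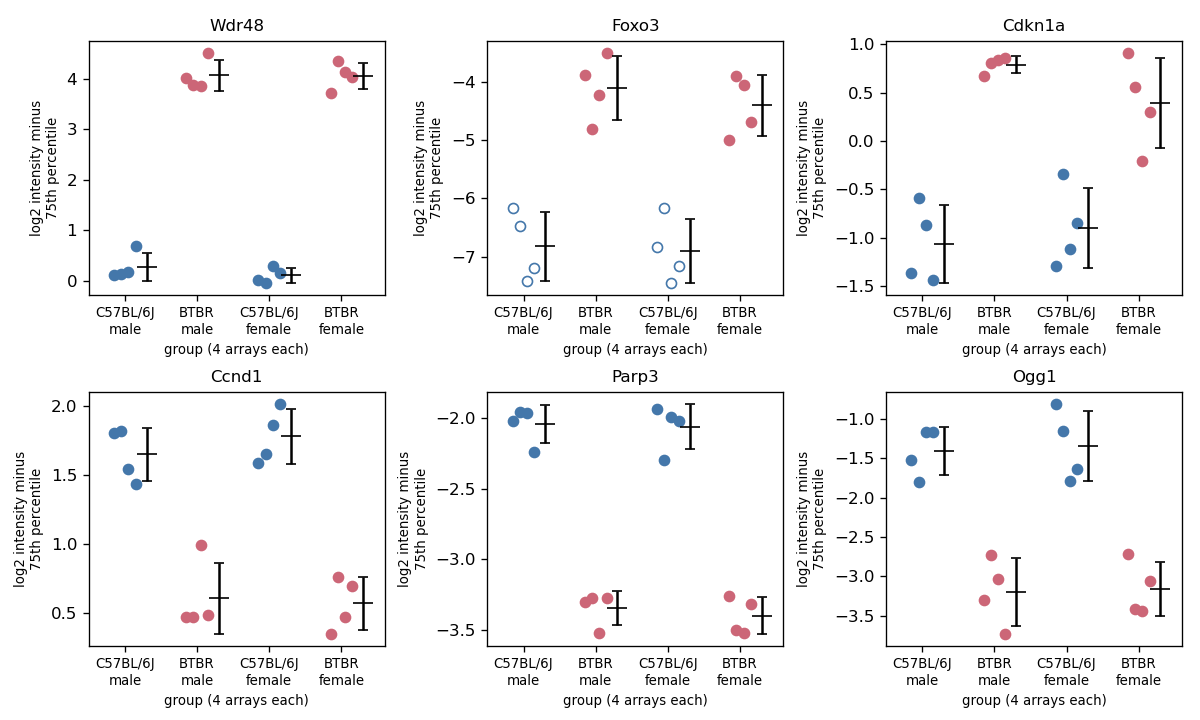
Log2 signal of Wdr48, Foxo3, Cdkn1a, Ccnd1, Parp3 and Ogg1 relative to the 75th percentile of each array, in males and females of C57BL/6J and BTBR. Each point is an array, open where the probe was not well above background, and bars are the mean ± SD of 4 arrays: Wdr48, Foxo3 and Cdkn1a lie higher in BTBR and Ccnd1, Parp3 and Ogg1 lie lower, with Foxo3 going the opposite way at its other probe.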

### Oxidative DNA damage in BTBR T+tf/J mice and human cerebellum

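Xaf1 was measured by 2 probes of 60 bases that carry the same accession, NM_001037713. The rule for genes with several such probes takes the brighter one. It lies on chromosome 11 of mm9 from 72122169 to 72122228 and has the sequence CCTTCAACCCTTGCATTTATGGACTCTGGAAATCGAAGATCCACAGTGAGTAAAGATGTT. Its level was -0.77 ± 0.41 (SD, n = 4) in C57BL/6J males and -1.54 ± 1.12 (SD, n = 4) in BTBR males, and -0.44 ± 0.65 (SD, n = 4) and -1.91 ± 0.94 (SD, n = 4) in females. At this probe limma did not call Xaf1, with log2 fold changes of -0.77 in males (SE 0.545, adjusted p = 0.708 from limma) and -1.47 in females (SE 0.545, adjusted p = 0.223 from limma).

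The other probe lies on chromosome 11 from 72127175 to 72127234 and has the sequence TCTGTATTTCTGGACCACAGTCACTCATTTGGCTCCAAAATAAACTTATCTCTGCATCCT. It was not well above background on any of the 8 C57BL/6J arrays, and it was at 0.94 ± 0.89 (SD, n = 4) in BTBR males and 1.05 ± 0.97 (SD, n = 4) in BTBR females. At this probe Xaf1 was at least 106-fold higher in BTBR males (adjusted p = 2.09e-07 from limma) and at least 120-fold higher in BTBR females (adjusted p = 2.64e-07 from limma). Whether Xaf1 is called therefore depends on the probe. Both bounds stay under the ratio of the mean signals, 242 in males and 212 in females, because the signal on the C57BL/6J arrays was not told apart from background. Where the probes lie relative to the exons of Xaf1 on this build was not analysed here.

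**Figure D3:**
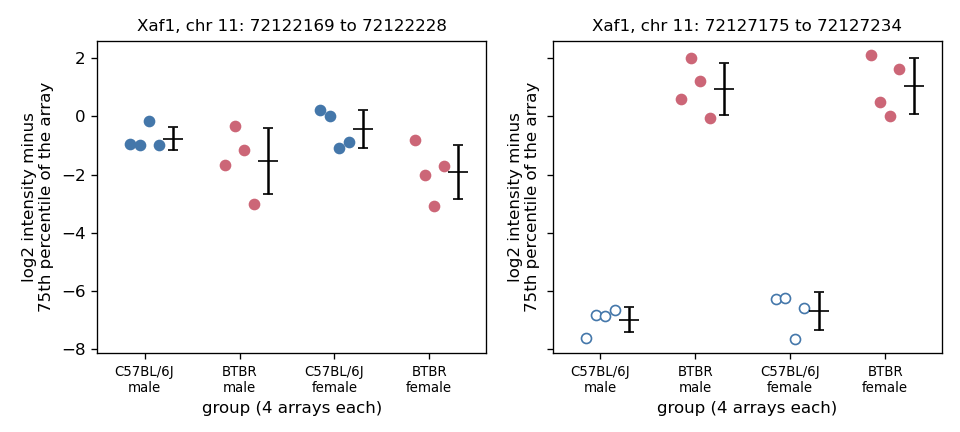
Log2 signal of the 2 Xaf1 probes relative to the 75th percentile of each array, in males and females of C57BL/6J and BTBR. Each point is an array, open where the probe was not well above background, and bars are the mean ± SD of 4 arrays: the strains overlap at the brighter probe and lie apart at the other, where all 8 C57BL/6J arrays are open points.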

The *Xaf1* gene was the most up-regulated gene in the cerebellum of male and female BTBR T+tf/J mice, with expression levels 238- and 211-times greater, respectively, than in C57BL/6J mice (Table S1). Significant increases were also observed in the p53 apoptotic and redox signaling network. 

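Lists of 30 p53 target genes, of which 29 were tested, and of 29 antioxidant genes were set in advance, as the network drawn in Figure 1D comes from a database not used here. The mean log2 fold change of the p53 targets was 0.097 in males, with 15 of 29 genes higher in BTBR, and 0.0808 in females, with 14 of 29 higher and a median of -0.00192. By limma's camera with its preset correlation of 0.01 the p53 targets did not differ (adjusted p = 0.909 in each sex). Limma's fry, which asks whether the genes as a group change relative to 0, gave adjusted p = 0.0231 in males and 0.0421 in females. Its direction was higher in BTBR in both sexes. Genes with an adjusted p under 0.05 numbered 3 in each sex over all genes tested, and 3 in males and 4 in females when adjusted over the list alone. The 3 were Cdkn1a, Tnfrsf10b and Polk, of which Polk was lower in BTBR.

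The antioxidant genes had a mean log2 fold change of 0.29 in males, with 25 of 29 higher in BTBR (adjusted p = 0.0165 from limma's camera), and 0.129 in females, with 19 of 29 higher (adjusted p = 0.909 from limma's camera). The value in males did not hold under fry (adjusted p = 0.278 from limma) or under camera with an estimated correlation (p = 0.295 from limma). Limma called 0 antioxidant genes. Nnt was over a fold change of 2 in both sexes, at log2 fold changes of 1.27 and 1.34 (adjusted p = 0.0904 and 0.0679 from limma), and Gpx3 in males, at 1.66 (adjusted p = 0.577 from limma). Prdx2 alone had an adjusted p under 0.05 over all genes tested, and when adjusted over the list alone 1 gene passed in males and 2 in females.

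Among single genes drawn in Figure 1D, Tnfrsf10b, on chromosome 14 from 70184141 to 70184200, had log2 fold changes of 2.23 in males and 2.18 in females (adjusted p = 2.76e-07 and 3.85e-07 from limma). Gdf15 was lower in BTBR, by log2 fold changes of -1.76 in males and -2.32 in females (adjusted p = 0.0342 and 0.00545 from limma). Its call in males was lost when any of 6 arrays was left out. Both calls were lost with the median signal (-0.989 in males and -1.01 in females) and with normexp background correction (-0.818 and -0.923). E2f2 did not pass, at 1.14 and 1.36 (adjusted p = 0.147 and 0.0648 from limma). Trp63 was dim at the listed probe on every C57BL/6J array and was not tested, and at its other probes, which were tested, it was not called. Pik3cg was too dim to be tested.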

Recently, Park *et al* [29] reported an association between up-regulation of *XAF1* and generation of reactive oxygen species, one of the key pathophysiological events in the molecular pathogenesis of autism [15]. Based on these findings, the level of 8-oxodG in genomic DNA, one of the prevalent and most studied form of oxidative DNA damage caused by reactive oxygen species [30], was assessed in the cerebellum of BTBR T+tf/J and C57BL/6J mice. Figure 2A shows that the level of 8-oxodG in genomic DNA in BTBR T+tf/J cerebellum was slightly, but significantly increased. We also evaluated the level of 8-oxodG in genomic DNA in postmortem cerebellum of individuals with autism, which was substantially greater than in unaffected control individuals (Figure 2B). In addition to the damage of genomic DNA, the compromise of mitochondrial functioning and integrity of mitochondrial DNA has been reported in individuals with autism [19], [31]. Because mitochondria are a major source as well as a target of free radical damage, the extent of mitochondrial DNA damage was evaluated by determining the mtDNA/nDNA ratio in the cerebellum of BTBR T+tf/J and C57BL/6J mice. Figure 2C shows that mtDNA/nDNA ratio in the cerebellum of male BTBR T+tf/J mice was significantly lower (p<0.05) as compared to male C57BL/6J mice, while it was not different in female BTBR T+tf/J and C57BL/6J mice.

**Figure 2:**
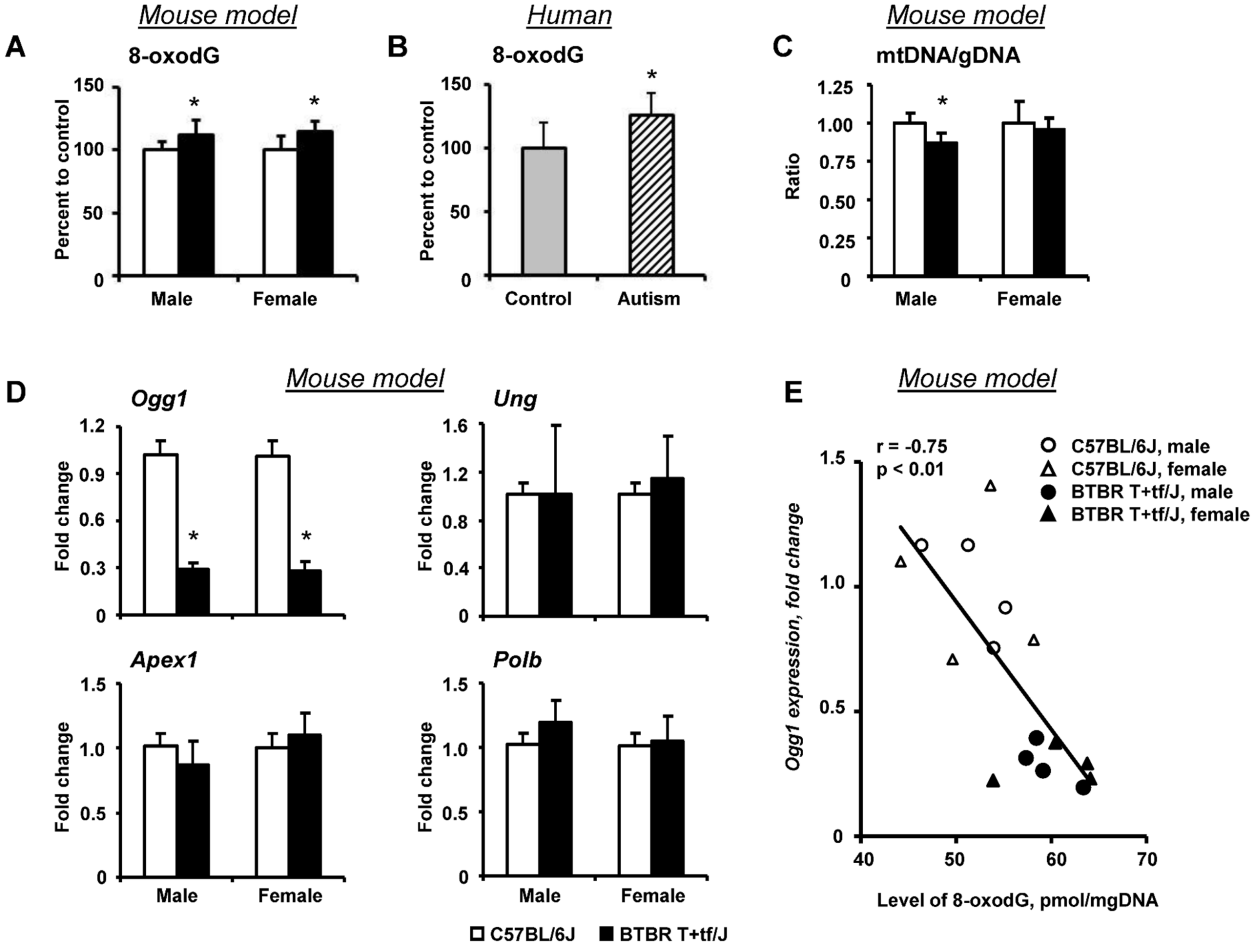
Oxidative DNA damage in the cerebellum of BTBR mice. (**A**) Levels of 8-oxo-7-hydrodeoxyguanosine (8-oxodG) in genomic DNA isolated from the cerebellum of BTBR T+tf/J and C57BL/6J mice (mean ± SD, n = 5). (**B**) Levels of 8-oxodG in genomic DNA isolated from the cerebellum of autism individuals and unaffected control individuals (mean ± SD, n = 13). (**C**) The extent of mitochondrial DNA damage in the cerebellum of BTBR T+tf/J mice (mean ± SD, n = 5). (**D**) The expression of base excision DNA repair genes in the cerebellum of BTBR T+tf/J and C57BL/6J mice. The expression of *Ogg1, Ung, Apex1*, and *Polβ* genes was determined by qRT-PCR as detailed in “Materials and Methods”. The results are presented as an average fold change in the expression of each gene in the cerebellum of BTBR T+tf/J mice relatively to that in C57BL/6J mice, which was assigned a value 1. * - Significantly different from C57BL/6J mice (mean ± SD, n = 5). (**E**) Correlation plots of the expression of *Ogg1* and the 8-oxodG level in mouse genomic DNA. Each symbol represents an individual animal.

### Expression of base excision DNA repair genes in BTBR T+tf/J mice

In order to investigate the potential mechanism for the persistence of 8-oxodG in genomic DNA in BTBR T+tf/J mice, the expression of key genes involved in the repair of oxidative DNA lesions was examined by qRT-PCR. The expression of base excision DNA repair genes has been shown to be a reliable biomarker of oxidative DNA damage [32]. Figure 2D shows a marked gender-independent decrease in the expression of *Ogg1* in the cerebellum of BTBR T+tf/J mice, while other three key genes in the base excision DNA repair pathway, uracil-DNA glycosylase (*Ung*), apurinic/apyrimidinic endonuclease 1 (*Apex1*), and DNA polymerase β (*Polβ*) did not differ from C57BL/6J mice. The expression of *Ogg1* in the cerebellum of male and female BTBR T+tf/J mice was 70% and 73% lower, respectively, than in age-matched C57BL/6J mice. More importantly, a decrease in the expression of *Ogg1* was significantly inversely correlated with the level of 8-oxodG in the cerebellum of BTBR T+tf/J mice (p<0.01) (Figure 2E).

### Status of DNA methylation in BTBR T+tf/J mice and human cerebellum and histone lysine modifications in BTBR T+tf/J mice

It has been reported that one of the consequences of oxidative DNA damage is aberrant methylation of DNA [33], [34]. Therefore, the status of global DNA methylation in the cerebellum of BTBR T+tf/J and C57BL/6J mice was evaluated. Because traditional methods do not distinguish between 5mC and 5hmC, we evaluated both forms of methylated cytosines independently. Figure 3A shows that the levels of 5mC and 5hmC in genomic DNA were significantly increased in the cerebellum of both male and female BTBR T+tf/J mice. Importantly, the level of 5mC and 5hmC elevation in genomic DNA in the postmortem human cerebellum of individuals with autism was similarly increased as compared to matched unaffected control individuals (Figure 3B) with a magnitude substantially greater than in BTBR T+tf/J mice. Importantly, the level of 5hmC in both mouse and human cerebellar genomic DNA was significantly correlated with the extent of 8-oxodG accumulation in DNA (Figure 3C). In addition to alterations in DNA methylation, the disruption of a normal pattern of covalent histone modifications is another epigenetic change frequently found in human neurodevelopmental diseases, including autism [35]. Hence, the levels of H3K4me3, H3K9me3, H3K27me3, H4K20me3, H3K9ac, and H3K56ac in the cerebellum of BTBR T+tf/J and C57BL/6J mice were evaluated (Figure 4). It is well established that these histone lysine modifications play a crucial role in the maintenance of genomic stability, chromatin assembly and organization, DNA damage and repair, and regulation of gene transcription [36], [37]. Figure 5 shows that in contrast to DNA methylation changes, the levels of selective histone lysine methylation and acetylation marks in the cerebellum of BTBR T+tf/J were not different from that in C57BL/6J mice.

**Figure 3:**
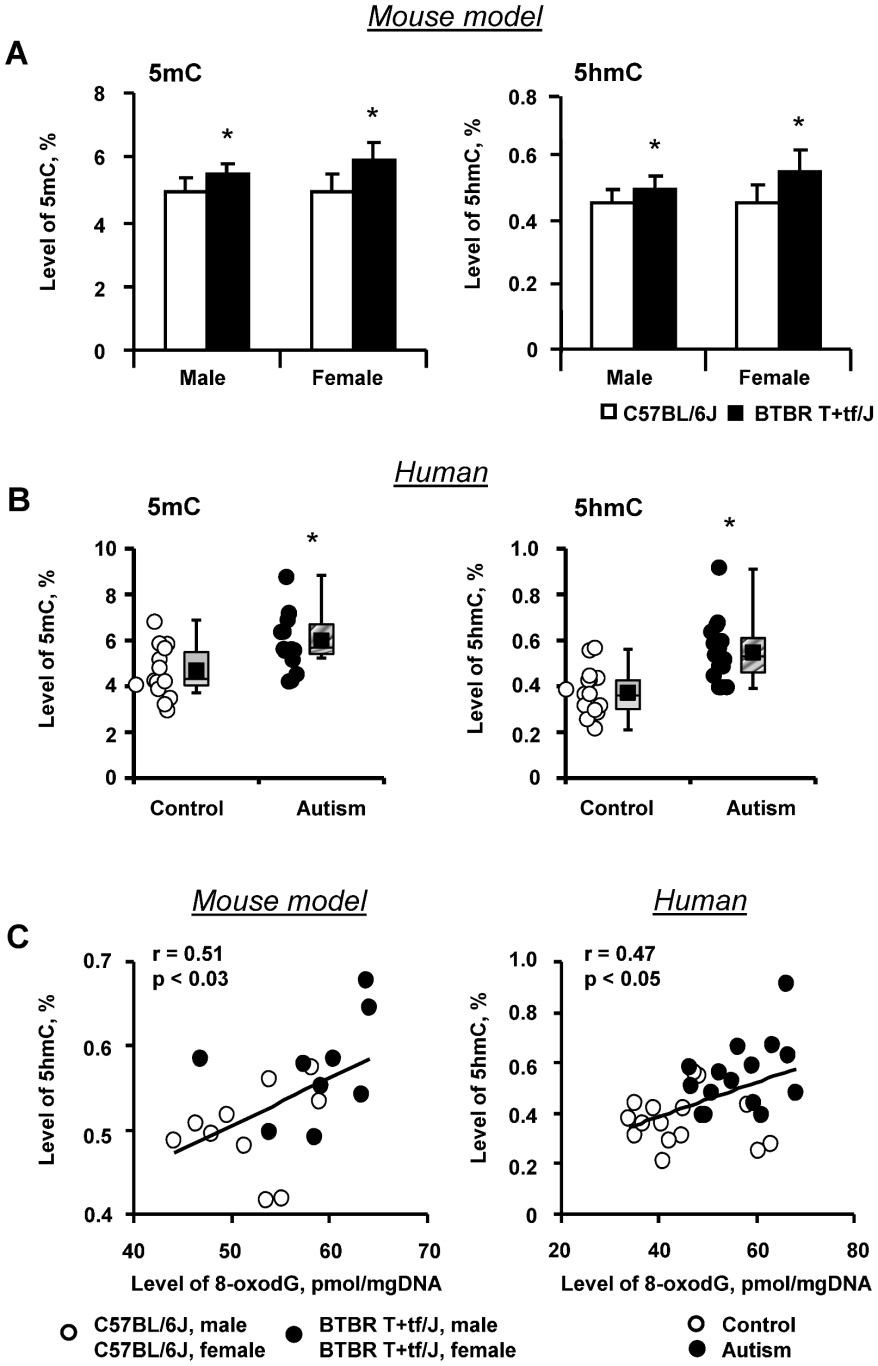
Levels of 5mC and 5hmC in cerebellar genomic DNA. (**A**) Levels of 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) in genomic DNA isolated from the cerebellum of BTBR T+tf/J and C57BL/6J mice (mean ± SD, n = 5). (**B**) Levels of 5mC and 5hmC in genomic DNA isolated from the cerebellum of autism individuals and unaffected control individuals. Values were represented as open and closed circles as well as box plots. * - Significantly different from C57BL/6J mice or autism-free individuals. (**C**) Correlation plots of the 5hmC and the 8-oxo-7-hydrodeoxyguanosine (8-oxodG) levels in mouse and human cerebellar genomic DNA.

**Figure 4:**
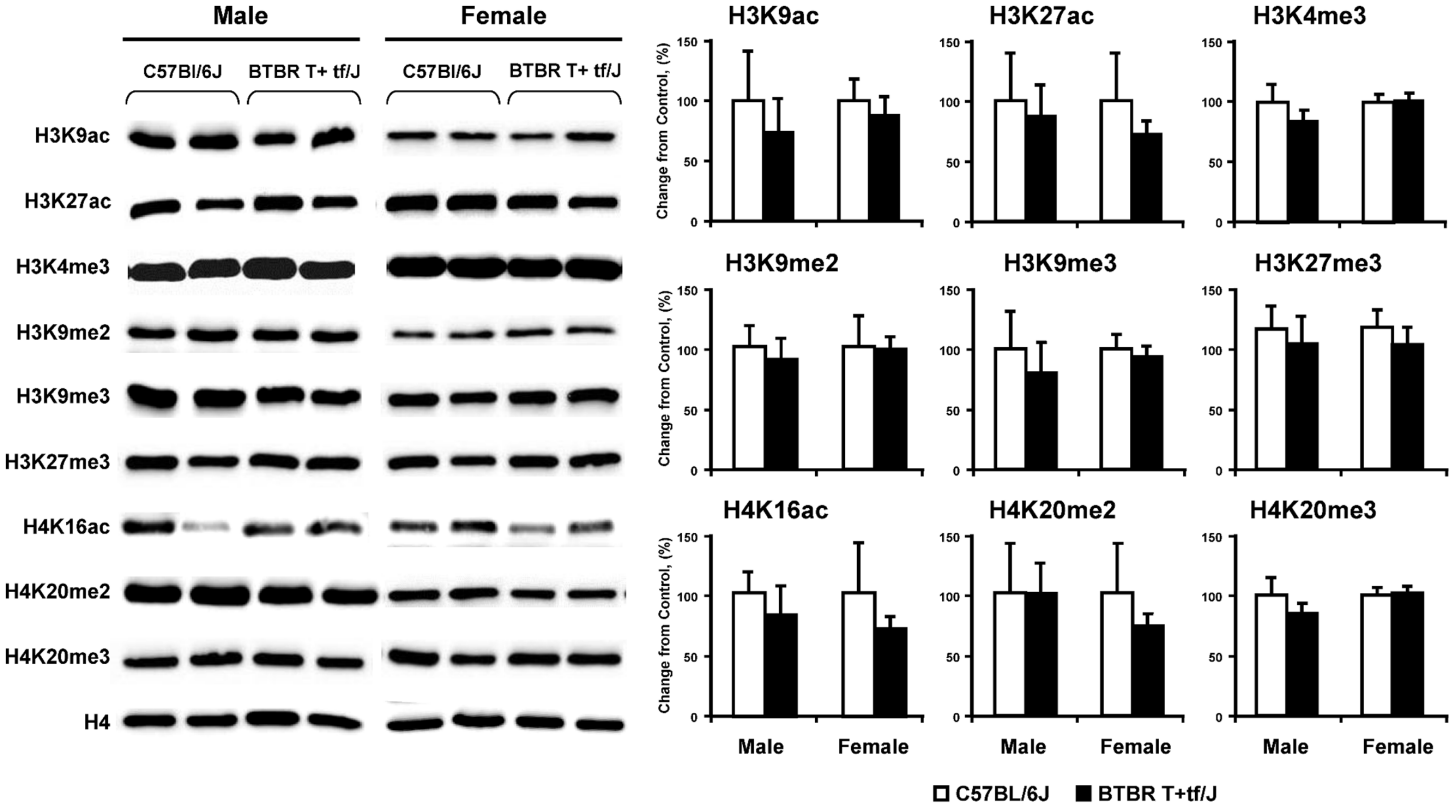
Western blot analysis of histone H3K4, H3K9, H3K27, and H4K20 trimethylation; H3K9, H4K20 dimethylation and H3K9, H3K27, and H4K16 acetylation in the cerebellum of BTBR T+tf/J and C57BL/6J mice. Densitometric analysis of the immunostaining results is shown as percent change in histone modification level in the cerebellum BTBR T+tf/J mice relative to the corresponding values in C57BL/6J mice, which was assigned a value of 100% (mean ± SD, n = 5).

**Figure 5:**
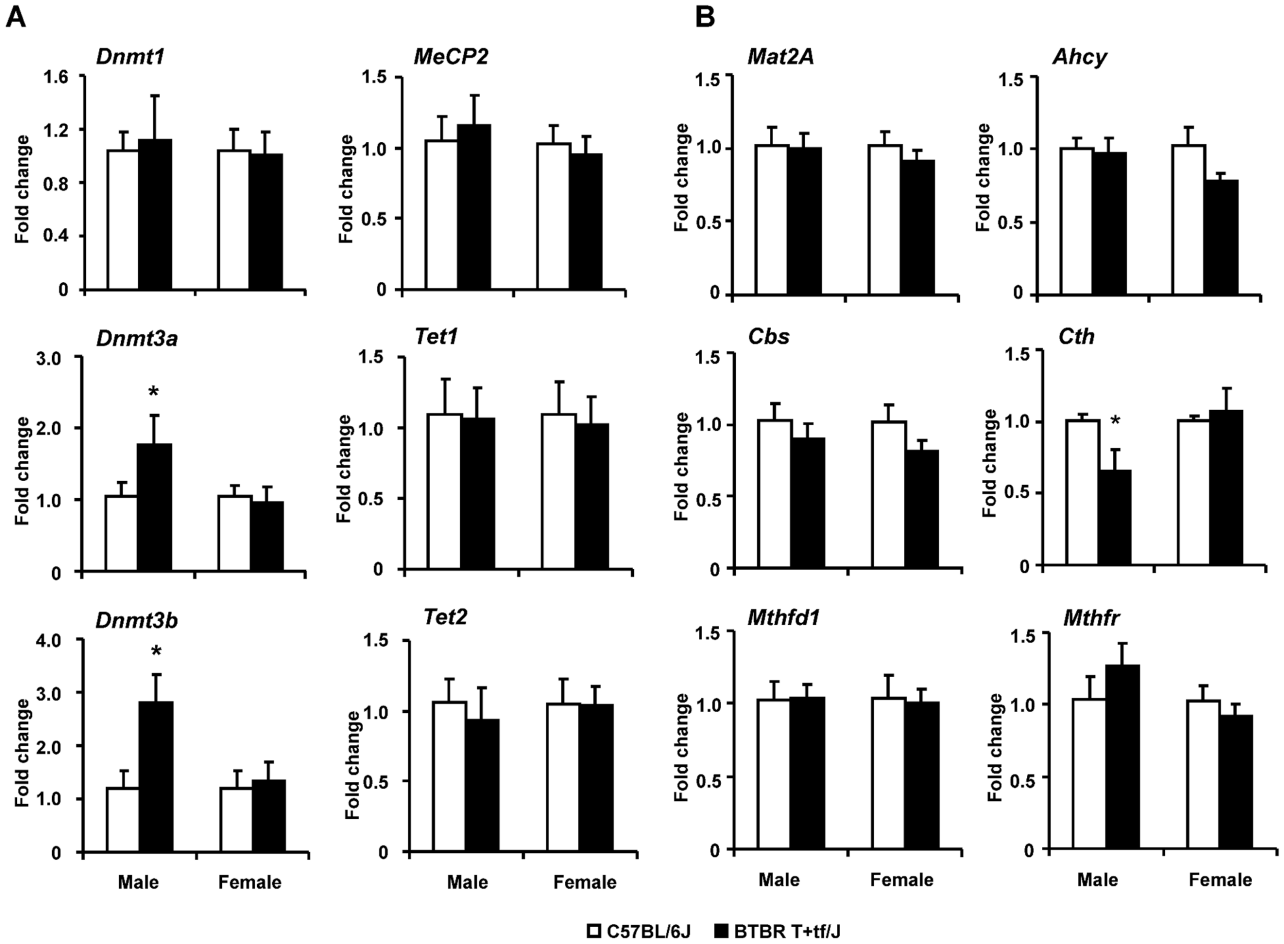
The expression of chromatin-modifying (A) and one carbon metabolism (B) genes in the cerebellum of BTBR T+tf/J and C57BL/6J mice. The gene expression was determined by qRT-PCR as detailed in “Materials and Methods”. The results are presented as an average fold change in the expression of each gene in the cerebellum of BTBR T+tf/J mice relatively to that in C57BL/6J mice, which was assigned a value 1. * - Significantly different from C57BL/6J mice (mean ± SD, n = 5).

### Expression of chromatin-modifying and one-carbon metabolism genes in BTBR T+tf/J mice

The status of DNA methylation and histone modifications relies on several factors, especially on the expression and functioning of chromatin modifying genes and proteins, availability of methyl-group donors and the functioning of one-carbon metabolism, and integrity of DNA [35]. Figure 5A shows that the expression of the *de novo* DNA methyltransferases, *Dnmt3a* and *Dnmt3b*, was, respectively, 1.5- and 1.8-times greater in the cerebellum of in male BTBR T+tf/J mice than in C57BL/6J mice. The expression of *Dnmt1*, *MeCP2*, *Tet1*, and *Tet2* (Figure 4A) and histone modifying genes (Figure S1) in the cerebellum of BTBR T+tf/J mice did not differ from those in C57BL/6J mice.

The expression of one-carbon metabolism genes did not differ between mouse strains except for the expression of an essential trans-sulfuration pathway gene, cystathionine γ-lyase (*Cth*), in which inhibition is associated with a greater vulnerability to oxidative injury [38] (Figure 5B). The expression of *Cth* was reduced by 44% in male BTBR T+tf/J mice as compared to C57BL/6J mice.

### Mechanism of Ogg1 down-regulation in BTBR T+tf/J mice

The expression of *Ogg1* may be compromised by genetic factors, e.g., single nucleotide polymorphisms, epigenetic factors, e.g., promoter methylation, and an altered function of its transcription regulators, e.g., TSC2. Figure S2-A shows that the *Ogg1* gene in BTBR T+tf/J mice is characterized by the presence of four amino acid coding single nucleotide polymorphisms, three in exon 2 and one in exon 3, as compared to C57BL/6J mice. In contrast, a bisulfite sequencing analysis of the *Ogg1* promoter region shows no difference in cytosine methylation between BTBR T+tf/J and C57BL/6J mice (Figure S2-B). Likewise, western blot analysis revealed no difference in the levels of TSC2 and AKT proteins in the cerebellum in these two mouse strains (Figure S2-C).

## Discussion

Autism is a complex disorder that is thought to be the consequence of multiple interdependent events during development [3], [4], [6]. 

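A list of 26 base excision repair genes, of which 25 were tested, had a mean log2 fold change of -0.0538 in males, with 11 genes higher in BTBR, and 0.00487 in females, with 16 higher. It did not differ by limma's camera (adjusted p = 0.909 in each sex) or by fry (adjusted p = 0.957 in males and 0.715 in females from limma). Genes with an adjusted p under 0.05 numbered 3 in males and 2 in females, both over all genes tested and when adjusted over the list alone. They were Ogg1 and Lig1 in both sexes, with Lig1 higher in BTBR, and Pole in males.

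Other repair and chromatin genes drawn in Figure 1D went different ways. Xrcc6bp1, on chromosome 10 from 126305489 to 126305548, had log2 fold changes of -1.30 in males and -1.48 in females (adjusted p = 0.0162 and 0.00672 from limma). Its call in males was lost when any of 4 arrays was left out. Both calls were lost with the median signal (-0.736 in males and -0.873 in females) and with normexp background correction (-0.569 and -0.782). Med1, on chromosome 11 from 98015632 to 98015690, was higher at the listed probe, by 1.23 and 1.30 (adjusted p = 7.25e-05 and 4.32e-05 from limma). At 1 probe of another record of Med1 the log2 fold changes were 0.868 in males and 0.867 in females (adjusted p = 0.00655 and 0.00692 from limma), and at 2 probes of a further record they lay between -0.21 and 0.06. Hdac1 did not differ at the listed probe with the highest signal, at 0.02 in males and 0.08 in females (adjusted p = 0.995 and 1 from limma), and was lower at both other probes of the same accession, with log2 fold changes of -1.42 and -1.36 (adjusted p = 0.00027 and 0.00041 from limma) and of -0.981 and -0.902 (adjusted p = 0.0147 and 0.0256 from limma). Giyd2, which the files name Slx1b, likewise did not differ at its brighter probe, at 0.26 and 0.29 (adjusted p = 0.299 and 0.203 from limma). At its other probe it was lower in BTBR males by a log2 fold change of -5.87 (adjusted p = 1.18e-07 from limma), which is uncertain in size as it was well above background on 1 of 4 BTBR male arrays, and at least 37.7-fold lower in BTBR females (adjusted p = 8.1e-08 from limma).

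Rps6, Btrc and Tiparp showed the same pattern, with no call at the brighter probe and a call lower in BTBR at a dimmer probe of the same accession. Ifna13 was higher by 2.63 and 2.52 (adjusted p = 0.002 and 0.0028 from limma). Nfatc2 was lower by -1.21 and -1.35 (adjusted p = 0.00674 and 0.00289 from limma), and its other tested probe went the other way without a call. Socs6 was called higher at the listed probe, at least 2.97-fold in males (adjusted p = 0.00573 from limma) and by a log2 fold change of 1.78 in females (adjusted p = 0.0293 from limma), where it was well above background on 1 of 4 C57BL/6J and 3 of 4 BTBR arrays, and its call in females was lost when any of 6 arrays was left out. It was called at none of its other 3 tested probes, which were lower in females, by log2 fold changes of -0.62, -0.26 and -0.38. At the listed probe the calls of Socs6 in both sexes were lost with the median signal and with normexp background correction. Of 11 histone genes in Table S1, 9 were lower at the listed probe in both sexes and 7 were called in both. The others were Hist1h2ak (H2ac15), at -0.03 and 0.09, and H2afj (H2aj), at 0.10 and 0.06. At a dimmer probe of the same accession both were called lower, by log2 fold changes of -1.84 and -1.77 for H2ac15 and of -1.50 in each sex for H2aj. Many histone genes are near-identical copies, and a probe of one may bind the transcripts of another, so the values of single histone genes are uncertain.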

The transcriptomic analysis of the cerebellum of BTBR T+tf/J mice demonstrates a profoundly dysregulated expression of cell cycle/stress-related genes, mainly p53 apoptotic signaling, DNA damage and repair, and chromatin modifying genes. These findings are in good agreement with previous reports that have convincingly established a dysregulation of these molecular pathways in autistic brain [4], [15], [16], [39]. Oxidative stress-induced damage to DNA and aberrant DNA methylation are considered as key events, since both of them, in addition to genetic factors, may contribute to the heritability of autism. In this study, we demonstrate that DNA isolated from the cerebellum of BTBR T+tf/J mice and post-mortem cerebellum of individuals with autism, is characterized by an increased levels of 8-oxodeoxyguanosine, 5-methylcytosine, and 5-hydroxymethylcytosine.

8-oxodG is one of the prevalent and most studied oxidative DNA lesion and oxidative stress marker [30]. Several comprehensive studies have established the important role of the altered cellular redox status in the pathophysiology of autism [15]. The majority of those studies have largely focused on the potential causes of the oxidative stress induction, mainly on the glutathione redox imbalance and mitochondrial dysfunction [17]–[22]. In contrast, the underlying mechanisms associated with the persistence of oxidative lesions in DNA and proteins in the pathogenesis of autism have never been addressed completely beyond the establishing their presence in autistic brain [40]. The results of the present study demonstrate that an increase in the level of 8-oxodG in the cerebellum of BTBR T+tf/J mice may be largely related to the profound inhibition of the *Ogg1* expression. In addition to *Ogg1* down-regulation, an observed up-regulation of *Cdkn1a* and *Ccnd1* genes may contribute to an elevation of 8-oxodG in DNA in BTBR T+tf/J mice [41], [42].

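Cdkn1a was higher in BTBR in both sexes. Its levels at the listed probe were between 0.67 and 0.86 on the BTBR male arrays and between -1.44 and -0.59 on the C57BL/6J male arrays, and in females between -0.20 and 0.91 in BTBR and between -1.29 and -0.34 in C57BL/6J. At the other Cdkn1a probe, on chromosome 17 from 29235299 to 29235358, the log2 fold changes were 2.62 in males and 2.23 in females (adjusted p = 0.000477 and 0.00187 from limma). Their size is uncertain, as that probe was well above background on 2 of 4 C57BL/6J male and 1 of 4 C57BL/6J female arrays. With each array left out in turn, the value at the listed probe stayed between 1.73 and 2.02 in males and between 1.12 and 1.49 in females. Ccnd1 was lower in BTBR in both sexes, at 0.60 ± 0.26 (SD, n = 4) in BTBR males against 1.65 ± 0.19 (SD, n = 4) in C57BL/6J males. In females it was at 0.57 ± 0.19 (SD, n = 4) against 1.78 ± 0.20 (SD, n = 4). All 8 BTBR arrays lay below all 8 C57BL/6J arrays, the highest BTBR array at 0.99 and the lowest C57BL/6J array at 1.44. The difference in males was close to the threshold of 2-fold and fell under it, to -0.995 and -0.992 on the log2 scale, without C57BL/6J male 1 or C57BL/6J male 2. For Ccnd1 1 probe was tested.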

OGG1 is a key enzyme preventing the accumulation of 8-oxodG in DNA through recognizing and removing 8-oxodG from DNA and initiating the highly conserved base excision repair pathway [43]. Since OGG1 is the first enzyme in the base excision DNA repair pathway, the accurate DNA repair greatly depends on the ability of OGG1 to remove 8-oxodG. *Ogg1* is highly expressed in the brain and has been shown to protect neurons against oxidative DNA damage during development and various pathologic conditions [44], [45]. A lack of *Ogg1* in the brain resulted in multiple cellular and molecular events, including increased apoptosis and aberrant neuronal connectivity [45], key pathomorphological features of autism. Additionally, it is well-established that the accumulation of 8-oxodG in the genome caused by inhibition of OGG1 is a key event in the pathogenesis of several human pathologies, including cancer [46], neurodegeneration [47], Parkinson's disease [48], and obesity and metabolic dysfunction [49].

Several mechanisms may contribute to the inhibition of *Ogg1* expression in BTBR T+tf/J mice. Since the promoter region of the mouse *Ogg1* gene contains a strong CpG island and because of an elevated genomic content of 5mC, a number of epigenetic mechanisms may be involved in *Ogg1* gene silencing. However, the bisulfite sequencing analysis of the *Ogg1* promoter region did not show differences in CpG methylation between the two mouse strains. It is possible that gene-specific histone modifications at the *Ogg1* promoter region could cause an inhibition of the *Ogg1* expression in the cerebellum of BTBR T+tf/J mice; however, despite the fact that we did not observe alterations in the level of global histone modifications. There are other interconnected molecular mechanisms that could contribute to *Ogg1* down-regulation. Specifically, it is well-established that TSC2 is a key regulator of the *Ogg1* gene [50]. Down-regulation of TSC2 or genetic deficiency of *Tsc2* has been reported to cause a marked decrease of *Ogg1* mRNA that was accompanied by the accumulation of 8-oxoG in DNA [50]. The loss of TSC2 has been associated with various neuropsychological disorders [51]. Importantly Reith *et al.* [52], [53] and Tsai *et al.* [54] have reported that genetic *Tsc2* or *Tsc1* deficiency causes Purkinje cell degeneration and the development of autism-like phenotype. The results of the present study demonstrating only moderate changes in the level of TSC2 protein in the cerebellum of BTBR T+tf/J mice indicate that this mechanism may not be a main cause of the *Ogg1* inhibition. Finally, inhibition of *Ogg1* may be caused by genetic variations. A computational analysis of the *Ogg1* gene, using the GeneNetwork database (www.genenetwork.org), revealed substantial differences in single nucleotide polymorphisms located in coding and non-coding regions of *Ogg1* between BTBR T+tf/J and C57BL/6J mice that may explain a reduced gene expression in BTBR T+tf/J mice.

Another important finding of the present study is a substantial increase in the levels of 5mC and 5hmC in the cerebellum of BTBR T+tf/J mice that is also present in the cerebellum of individuals with autism [16], [55]. The increased level of 5mC in the cerebellum of BTBR T+tf/J mice found in this study may be attributed to (i) the presence of oxidative DNA lesions [34] and (ii) a marked up-regulation of *de novo* DNA methyltransferases *Dnmt3a* and *Dnmt3b* (Figure 5). Many current reports link the increase in 5hmC content in DNA to the demethylating function of TET enzymatic oxidation of 5mC [56]. The results of the present study demonstrate that an increased level of 5hmC in the cerebellum of BTBR T+tf/J mice occurred without changes in the *Tet1* and *Tet2* expression. This corresponds to similar findings in the mouse hippocampus during aging [57]. A parallel elevation of 5mC and 5hmC in DNA in the cerebellum of BTBR T+tf/J mice and individuals with autism suggest that the increase in 5hmC level is not due to its role as an intermediate during demethylation of DNA. A significant positive correlation between the 8-oxoG and 5hmC in both mouse and human cerebellum suggests that the mechanism of DNA methylation alterations found in this study may be a consequence of an altered cellular redox status and oxidative stress.

In conclusion, the results of our study demonstrate that oxidative DNA lesions and an altered pattern of DNA methylation are important molecular features of the autism cerebellar phenotype. The data presented herein point that diminished expression of *Ogg1* in the cerebellum of BTBR T+tf/J mice caused by single nucleotide variation in the *Ogg1* gene might be a driving force that promotes the accumulation of 8-oxodG in DNA. Similar alterations in 8-oxodG in cerebellar tissue from humans with autism and BTBR T+tf/J mouse model warrant future large-scale studies to specifically address the role genetic alterations *OGG1* in pathogenesis of autism in human population.

## Supporting Information

Figure S1 **The expression of histone-modifying genes in the cerebellum of BTBR T+tf/J and C57BL/6J mice.** The gene expression was determined by qRT-PCR as detailed in “Materials and Methods”. The results are presented as an average fold change in the expression of each gene in the cerebellum of BTBR T+tf/J mice relatively to that in C57BL/6J mice, which was assigned a value 1 (mean ± SD, n = 5).
(TIF) Click here for additional data file.

Figure S2 **Potential mechanisms of** ***Ogg1*** **down-regulation in the cerebellum of BTBR T+tf/J mice.** (**A**) A Diagram showing single nucleotide polymorphism differences in the coding region of the *Ogg1* gene in BTBR T+tf/J and C57BL/6J mice. (**B**) Bisulfite sequencing analysis of the *Ogg1* promoter methylation. (**C**) Western blot analysis of TSC2 and AKT in the cerebellum of BTBR T+tf/J and C57BL/6J mice.
(TIF) Click here for additional data file.

Table S1 Common differentially expressed genes in the cerebellum of BTBRT+tf/J and C57BL/6J mice. (n = 4).
(DOC) Click here for additional data file.

## References

[1] ShstryBS (2003) Molecular genetics of autism spectrum disorders. Journal of Human Genetics 48:495–501.1368029710.1007/s10038-003-0064-9

[2] BetancurC (2011) Etiological heterogeneity in autism spectrum disorders: more than 100 genetic and genomic disorders and still counting. Brain Research 1380:42–77.2112936410.1016/j.brainres.2010.11.078

[3] PersicoAM, NapolioniV (2013) Autism genetics. Behavioural Brain Research 251:95–112.2376999610.1016/j.bbr.2013.06.012

[4] RossignolDA, FryeRE (2012) A review of research trends in physiological abnormalities in autism spectrum disorders: immune dysregulation, inflammation, oxidative stress, mitochondrial dysfunction and environmental toxicant exposures. Molecular Psychiatry 17:389–401.2214300510.1038/mp.2011.165PMC3317062

[5] FatemiSH, AldingerKA, AshwoodP, BaumanML, BlahaCD, et al (2012) Consensus paper: pathological role of the cerebellum in autism. Cerebellum 11:777–807.2237087310.1007/s12311-012-0355-9PMC3677555

[6] WangSS-H, KlothAD, BaduraA (2014) The cerebellum, sensitive periods, and autism. Nueron 83:518–532.10.1016/j.neuron.2014.07.016PMC413547925102558

[7] BeckerEB, StoodleyCJ (2013) Autism spectrum disorder and the cerebellum. International Review of Neurobiology 113:1–34.2429038110.1016/B978-0-12-418700-9.00001-0

[8] AllenG, CourchesneE (2003) Differential effects of developmental cerebellar abnormality on cognitive and motor functions in the cerebellum: an fMRI study of autism. The American Journal of Psychiatry 160:262–273.1256257210.1176/appi.ajp.160.2.262

[9] MoySS, NadlerJJ, YoungNB, PerezA, HollowayLP, et al (2007) Mouse behavioral tasks relevant to autism: phenotypes of ten inbred strains. Behavioural Brain Research 176:4–20.1697100210.1016/j.bbr.2006.07.030PMC1857288

[10] McFarlaneHG, KusekGK, YangM, PhoenixJL, BolivarVJ, et al (2008) Autism-like behavioral phenotypes in BTBR T+tf/J mice. Genes, Brain and Behavior 7:152–163.10.1111/j.1601-183X.2007.00330.x17559418

[11] ChadmanKK, GuarigliaSR (2012) The BTBR T+tf/J (BTBR) mouse model of autism. Autism S1:009.

[12] MeyzaKZ, DefensorEB, JensenAL, CorleyMJ, PearsonBL, et al (2013) The BTBR T+ tf/J mouse model for autism spectrum disorders-in search of biomarkers. Behavioural Brain Research 251:25–34.2295897310.1016/j.bbr.2012.07.021PMC3529977

[13] OnoreCE, CareagaM, BabineauBA, SchwartzerJJ, BermanRF, et al (2013) Inflammatory macrophage phenotype in BTBR T+tf/J mice. Frontiers in Neuroscience 7:158.2406263310.3389/fnins.2013.00158PMC3774991

[14] DoderoL, DamianoM, GalbuseraA, BifoneA, TsaftsarisSA, et al (2013) Neuroimaging evidence of major morpho-anatomical and functional abnormalities in the BTBR T+TF/J mouse model of autism. PLoS One 8:e76655.2414690210.1371/journal.pone.0076655PMC3797833

[15] FrustaciA, NeriM, CesarioA, AdamsJB, DomeniciE, et al (2012) Oxidative stress-related biomarkers in autism: systematic review and meta-analyses. Free Radical Biology & Medicine 52:2128–2141.2254244710.1016/j.freeradbiomed.2012.03.011

[16] Ladd-AcostaC, HansenKD, BriemE, FallinMD, KaufmannWE, et al (2014) Common DNA methylation alterations in multiple brain regions in autism. Molecular Psychiatry 19:862–71.2399952910.1038/mp.2013.114PMC4184909

[17] JamesSJ, RoseS, MelnykS, JerniganS, BlossomS, et al (2009) Cellular and mitochondrial glutathione redox imbalance in lymphoblastoid cells derived from children with autism. The FASEB Journal 23:2374–2383.1930725510.1096/fj.08-128926PMC2717775

[18] BowersK, LiQ, BresslerJ, AvramopoulosD, NewschafferC, et al (2011) Glutathione pathway gene variation and risk of autism spectrum disorders. Journal of Neurodevelopmental Disorders 3:132–143.2148419810.1007/s11689-011-9077-4PMC3188290

[19] MainPA, AngleyMT, O'DohertyCE, ThomasP, FenechM (2012) The potential role of the antioxidant and detoxification properties of glutathione in autism spectrum disorders: a systematic review and meta-analysis. Nutrition & Metabolism (Lond) 9:35.10.1186/1743-7075-9-35PMC337336822524510

[20] ChauhanA, AudhyaT, ChauhanV (2012) Brain region-specific glutathione redox imbalance in autism. Neurochemical Research 37:1681–1689.2252883510.1007/s11064-012-0775-4

[21] SchaevitzLR, Berger-SweeneyJE (2012) Gene-environment interactions and epigenetic pathways in autism: the importance of one-carbon metabolism. ILAR Journal 53:322–340.2374497010.1093/ilar.53.3-4.322

[22] RoseS, MelnykS, PavlivO, BaiS, NickTG, et al (2012) Evidence of oxidative damage and inflammation associated with low glutathione redox status in the autism brain. Translational Psychiatry 2:e134.2278116710.1038/tp.2012.61PMC3410618

[23] JamesSJ, ShpylevaS, MelnykS, PavlivO, PogribnyIP (2013) Complex epigenetic regulation of engrailed-2 (EN-2) homeobox gene in the autism cerebellum. Translational Psychiatry 3:e232.2342314110.1038/tp.2013.8PMC3590998

[24] FangH, HarrisSC, SuZ, ChenM, QianF, et al (2009) ArrayTrack: an FDA and public genomic tool. Methods in Molecular Biology 563:379–398.1959779610.1007/978-1-60761-175-2_20

[25] SchmittgenTD, LivakKJ (2008) Analyzing real-time PCR data by the comparative C(T) method. Nature Protocols 3:1101–1108.1854660110.1038/nprot.2008.73

[26] TryndyakVP, MuskhelishviliL, KovalchukO, Rodriguez-JuarezR, MontgomeryB, et al (2006) Effect of long-term tamoxifen exposure on genotoxic and epigenetic changes in rat liver: implications for tamoxifen-induced hepatocarcinogenesis. Carcinogenesis 27:1713–1720.1663287010.1093/carcin/bgl050

[27] JiangM, ZhangY, FeiJ, ChangX, FanW, et al (2010) Rapid quantification of DNA methylation by measuring relative peak heights in direct bisulfite-PCR sequencing traces. Laboratory Investigation 90:282–290.2001085210.1038/labinvest.2009.132

[28] Parrish RR, Day JJ, Lubin FD (2012) Direct bisulfite sequencing for examination of DNA methylation with gene and nucleotide resolution from brain tissues. Current Protocols in Neuroscience Chapter 7: Unit 7.24.10.1002/0471142301.ns0724s60PMC339546822752896

[29] ParkGB, ChoiY, KimYS, LeeHK, KimD, et al (2013) ROS and ERK1/2-mediated caspase-9 activation increases XAF1 expression in dexamethasone-induced apoptosis of EBV-transformed B cells. International Journal of Oncology 43:29–38.2368545610.3892/ijo.2013.1949PMC3742161

[30] DizdarogluM, JarugaP, BirinciogluM, RodriguezH (2002) Free radical-induced damage to DNA: mechanisms and measurement. Free Radical Biology & Medicine 32:1102–1115.1203189510.1016/s0891-5849(02)00826-2

[31] NapoliE, WongS, GiuliviC (2013) Evidence of reactive oxygen species-mediated damage to mitochondrial DNA in children with typical autism. Molecular Autism 4:2.2334761510.1186/2040-2392-4-2PMC3570390

[32] PowellCL, SwenbergJA, RusynI (2005) Expression of base excision DNA repair genes as a biomarker of oxidative DNA damage. Cancer Letters 229:1–11.1615721310.1016/j.canlet.2004.12.002

[33] ValinluckV, TsaiHH, RogstadDK, BurdzyA, BirdA, et al (2004) Oxidative damage to methyl-CpG sequences inhibits the binding of the methyl-CpG binding domain (MBD) of methyl-CpG binding protein 2 (MeCP2). Nucleic Acids Research 32:4100–4108.1530291110.1093/nar/gkh739PMC514367

[34] O'HaganHM, WangW, SenS, Destefano ShieldsC, LeeSS, et al (2011) Oxidative damage targets complexes containing DNA methyltransferases, SIRT1, and polycomb members to promoter CpG Islands. Cancer Cell 20:606–619.2209425510.1016/j.ccr.2011.09.012PMC3220885

[35] MiyakeK, HirasawaT, KoideT, KubotaT (2012) Epigenetics in autism and other neurodevelopmental diseases. Advances in Experimental Medicine and Biology 724:91–98.2241123610.1007/978-1-4614-0653-2_7

[36] JenuweinT (2006) The epigenetic magic of histone methylation. Federation of European Biochemical Societies Journal 273:3121–3135.1685700810.1111/j.1742-4658.2006.05343.x

[37] ErnstJ, KheradpourP, MikkelsenTS, ShoreshN, WardLD, et al (2011) Mapping and analysis of chromatine state dynamics in nine human cell types. Nature 473:43–51.2144190710.1038/nature09906PMC3088773

[38] IshiiI, AkahoshiN, YamadaH, NakanoS, IzumiT, et al (2010) Cystathionine γ-lyase-deficient mice require dietary cysteine to protect against acute lethal myopathy and oxidative injury. Journal of Biological Chemistry 285:26358–26368.2056663910.1074/jbc.M110.147439PMC2924062

[39] Araghi-NiknamM, FatemiSH (2003) Levels of Bcl-2 and P53 are altered in superior frontal and cerebellar cortices of autistic subjects. Cellular and Molecular Neurobiology 23:945–952.1496478110.1023/B:CEMN.0000005322.27203.73PMC11530152

[40] Sajdel-SulkowskaEM, XuM, KoibuchiN (2009) Increase in cerebellar neurotrophin-3 and oxidative stress markers in autism. Cerebellum 8:366–372.1935793410.1007/s12311-009-0105-9

[41] KinoshitaA, WanibuchiH, ImaokaS, OgawaM, MasudaC, et al (2002) Formation of 8-hydroxydeoxyguanosine and cell-cycle arrest in the rat liver via generation of oxidative stress by phenobarbital: association with expression profiles of p21(WAF1/Cip1), cyclin D1 and Ogg1. Carcinogenesis 23:341–349.1187264310.1093/carcin/23.2.341

[42] HyunJW, YoonSH, YuY, HanCS, ParkJS, et al (2006) Oh8dG induces G1 arrest in a human acute leukemia cell line by upregulating P21 and blocking the RAS to ERK signaling pathway. International Journal of Cancer 118:302–309.1605251710.1002/ijc.21329

[43] KlunglandA, BjellandS (2007) Oxidative damage to purines in DNA: role of mammalian Ogg1. DNA Repair (Amsterdam) 6:481–488.10.1016/j.dnarep.2006.10.01217127104

[44] LiuD, CroteauDL, Souza-PintoN, PittaM, TianJ, et al (2011) Evidence that OGG1 glycosylase protects neurons against oxidative DNA damage and cell death under ischemic conditions. Journal of Cerebral Blood Flow & Metabolism 31:680–692.2073696210.1038/jcbfm.2010.147PMC3049522

[45] WongAW, McGallumGP, JengW, WellsPG (2008) Oxoguanine glycosylase 1 protects against methamphetamine-enhanced fetal brain oxidative DNA damage and neurodevelopmental deficits. The Journal of Neuroscience 28:9054–9047.10.1523/JNEUROSCI.2557-08.2008PMC667087218768699

[46] HiranoT (2008) Repair system of 7, 8-dihydro-8-oxoguanine as a defense line against carcinogenesis. Journal of Radiation Research 49:329–340.1859637110.1269/jrr.08049

[47] ShengZ, OkaS, TsuchimotoD, AbolhassaniN, NomaruH, et al (2012) 8-Oxoguanine causes neurodegeneration during MUTYH-mediated DNA base excision repair. Journal of Clinical Investigation 12:4344–4361.10.1172/JCI65053PMC353355823143307

[48] NakabeppuY, TsuchimotoD, YamaguchiH, SakumiK (2007) Oxidative damage in nucleic acids and Parkinson's disease. Journal of Neuroscience Research 85:919–934.1727954410.1002/jnr.21191

[49] SampathH, VartanianV, RollinsMR, SakumiK, NakabeppuY, et al (2012) 8-Oxoguanine DNA glycosylase (OGG1) deficiency increases susceptibility to obesity and metabolic dysfunction. PLoS One 7:e51697.2328474710.1371/journal.pone.0051697PMC3524114

[50] HabibSL, RileyDJ, MahimainathanL, BhandariB, ChoudhuryGG, et al (2008) Tuberin regulates the DNA repair enzyme OGG1. The American Journal of Physiology: Renal Physiology 294:F281–290.1798911410.1152/ajprenal.00370.2007

[51] CrinoPB (2013) Evolving neurobiology of tuberous sclerosis complex. Acta Neuropathologica 125:317–332.2338632410.1007/s00401-013-1085-x

[52] ReithRM, WayS, McKennaJ3rd, HainesK, GambelloMJ (2011) Loss of the tuberous sclerosis complex protein tuberin causes Purkinje cell degeneration. Neurobiology of Disease 43:113–122.2141984810.1016/j.nbd.2011.02.014PMC3096682

[53] ReithRM, McKennaJ, WuH, HashmiSS, ChoSH, et al (2013) Loss of Tsc2 in Purkinje cells is associated with autistic-like behavior in a mouse model of tuberous sclerosis complex. Neurobiology of Disease 51:93–103.2312358710.1016/j.nbd.2012.10.014

[54] TsaiPT, HullC, ChuY, Greene-ColozziE, SadowskiAR, et al (2012) Autistic-like behaviour and cerebellar dysfunction in Purkinje cell Tsc1 mutant mice. Nature 48:647–651.10.1038/nature11310PMC361542422763451

[55] JamesSJ, ShpylevaS, MelnykS, PavlivO, PogribnyIP (2014) Elevated 5-hydroxymethylcytosine in the Engrailed-2 (EN-2) promoter is associated with increased gene expression and decreased MeCP2 binding in autism cerebellum. Translational Psychiatry 4:e460.2529026710.1038/tp.2014.87PMC4350522

[56] PiccoloFM, FisherAG (2014) Getting rid of DNA methylation. Trends Cell Biology 24:136–43.10.1016/j.tcb.2013.09.00124119665

[57] ChenH, DzitoyevaS, ManevH (2012) Effect of aging on 5-hydroxymethylcytosine in the mouse hippocampus. Restorative Neurology and Neuroscience 30:237–245.2242604010.3233/RNN-2012-110223PMC3361533

# Supplementary material for: Cerebellar Oxidative DNA Damage and Altered DNA Methylation in the BTBR T+tf/J Mouse Model of Autism and Similarities with Human Post Mortem Cerebellum
**Source:** PLoS One. 2014 Nov 25;9(11):e113712. doi: 10.1371/journal.pone.0113712
**Supplement:** Table S1 — Common differentially expressed genes in the cerebellum of BTBRT+tf/J and C57BL/6J mice. (n = 4).

**Supplementary Table 1.** Common differentially expressed genes in the cerebellum of BTBRT+tf/J and C57BL/6J mice (n = 4).

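The supplement lists, for each gene called in both sexes, an accession, a name and the fold change of BTBR over C57BL/6J in males and in females, with a minus sign where the gene was lower in BTBR. The copy used here lacks 1 of the 325 rows and holds 143 listed as higher and 181 as lower, and no overlap or enrichment was tested on it. A probe of the listed accession was found for 322 of them and a probe by gene name for 1 more. In the array values, 289 genes had the listed direction in both sexes and 34 did not. A fitted fold change over 2 in the listed direction was found for 254 in both sexes, which counts fitted values also where a strain was below background and the size of a fold is not measured, and limma called 193 of the 293 that were tested. For 134 genes more than 1 probe carried the accession, and 100 of these had the listed direction at the brightest such probe. Limma called 238 genes in both sexes in the listed direction at any probe of the accession. Over 323 genes, the log2 fold changes correlated with the listed ones with Pearson's r = 0.878 and Spearman's rho = 0.894 in males and r = 0.871 and rho = 0.883 in females. These use the same fitted values, and they are correlations across genes that were selected for differing, and genes are not independent replicates. With normexp background correction, the alternative that moved the number of calls most, 115 genes were called in both sexes.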

How the deposited data were processed for this re-analysis (not part of the article)

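Cerebellum of BTBR T+tf/J (BTBR) and C57BL/6J mice of both sexes was measured on 16 arrays, with 4 arrays per strain and sex. The sample labels give the strain, sex and replicate of each array, and all 16 were used. Table S1 gives the same number per group, while the methods give a larger number of mice, and the others are not analysed here. All mice were 8 weeks old. The files state a scan resolution of 3 micrometres, which is finer than the methods state.

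The authors scanned the arrays and extracted them with Agilent Feature Extraction 10.7.3.1, and they deposited for each feature its intensity in 1 colour (Cy3): the mean and median signal, the local background and a processed signal from which background was subtracted. They also deposited a table of intensity values in which each array is scaled to its 75th percentile. The methods name the median intensity of each feature and do not say whether background was subtracted. A rule set in advance therefore compared both signals with the deposited table. The processed signal correlated with it with Pearson's r = 0.99987 and the median signal with r = 0.84155, over values centred per probe, so the processed signal was used.

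From the deposited intensity, log2 of the processed signal minus the 75th percentile of its array was computed. Control features and 2645 spots marked as outliers over all arrays were left out, and 432 probes on more than 1 spot were averaged on the log2 scale. A probe was tested if it was well above background on all 4 arrays of at least 1 group, which held for 31077 of 55681 probes. Of all probes, 26723 were well above background on every array. The 75th percentile of the signal lay between 675.7 and 933.8 per array, and the median background was 36 to 44.5 on slide 1 and 22 to 26 on slide 2. Each slide held 2 arrays of every group, so the slide could be separated from strain and sex. Of the probes, 27509 were named through the accessions of a reference table (GRCm38.p6), which was used for names only, and the others kept the name in the files. Coordinates are those of the files, on mm9. The exons of that build were not used here.

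Strains were compared within each sex with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8, in a fit of all 16 arrays with the 4 groups. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. A gene was counted once per direction if at least 1 of its probes was called, and in both sexes if the same probe was called in the same direction. The strain-by-sex interaction and the sex differences within each strain were called at an adjusted p under 0.05 from the same fit. Principal components were computed on 31035 tested probes without a missing value, centred per probe, and tested with exact permutation tests, two-sided. The arrays were clustered by average linkage. Gene lists of p53 targets, antioxidant genes, base excision repair and the interferon response, written from general knowledge, were tested with limma's camera at a preset correlation of 0.01 and with fry, taking each gene at its tested probe with the highest mean signal. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

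The design, the tests, these gene lists, the genes to be named and the alternatives were fixed before the data were examined. Named genes are those of the paper's text, of Figure 1D and of its qRT-PCR, the sex-linked genes, the 5 genes with the largest and the 5 with the smallest mean fold change among probes called in both sexes, and the 3 with the smallest interaction p. Some of the genes named in the paper are not reported here. The value of a gene is that of the probe whose accession Table S1 lists, else of the probe with the highest mean signal. That rule did not say which probe to take where several carry the listed accession. The one with the highest mean signal was taken, which followed the second part of the rule, and the one with the lowest was added as an alternative after the values were seen. For Xaf1, Hdac1, Giyd2, Rps6, Btrc, Tiparp, Med8, H2afj and Hist1h2ak, among others of Table S1, this choice decides the result.

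The alternatives fixed in advance were the median signal, normexp background correction with an offset of 50, quantile normalization, the deposited table, no filter on dim probes and a stricter one, the slide or the replicate number as a block, the methods' t-test with and without Benjamini-Hochberg adjustment, limma at an unadjusted p, each sex fitted alone, no fold threshold, probes in place of genes, Ward's linkage, the median over all tested probes of a gene, fry, and each array left out in turn. The alternatives chosen after results were seen were a regional score as a covariate, the methods' t-test on the median signal or without a filter, components and clustering on the probes called by that test, components on probes scaled to unit variance, and the probe with the lowest signal, together with the leaving out of arrays for the sex differences, the gene lists and the comparison of probes of a gene. Lists of brainstem, cerebellar neuron, myelin, neurofilament, forebrain, liver and choroid plexus genes were written after the components had been seen and before the values of their genes were looked at. Correlations between lists used 1e+05 permutations.

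The fit was tested on simulated data made from the real probes. Of 200 probes changed by 3 on the log2 scale between strains in both sexes, 186 (93%) were recovered among 31035 probes and 0 unchanged probes were called. With no change in males, 0 probes were called. Of 200 probes with a strain-by-sex difference of 6 on the log2 scale, 199 (99.5%) were recovered. The planted differences were large against the fold threshold of 2, and the simulated noise was independent between probes. On the real arrays many probes vary together. These simulations therefore do not show how well smaller differences are found, or how many false calls shared variation gives.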

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

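The tests with lists of tissue genes were chosen after the principal components had been seen and before the values of those lists were, and no other test here was chosen after its result. In 284 groups of 4 arrays, made of component scores, list means and named probes, 15 held an array whose distance from the other 3 was large against the range of the group. Chance gives about 1 in 20 such groups. Of the 236 groups of single probes, 11 were of this kind, which is close to what chance gives.

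C57BL/6J male 4 stood apart from the other C57BL/6J males in 6 of the 15 cases. On principal component 3 it scored 116, where the others lay between -24.1 and -6.76. The mean of the forebrain list was 2.74 on this array, as log2 from the mean of all arrays, against -0.36 to 0.02 on the other 3. Of the 7 tested genes of that list, Pde10a was at 4.36, Lhx2 at 3.90, Tac1 at 3.79, Ppp1r1b at 3.42, Neurod6 at 3.27 and Wfs1 at 1.79, while Cux2 was at -0.08. Of the 7, 6 were well above background on all arrays, so that these genes are also detected in the other samples. The list of cerebellar neuron genes was at -2.96 on this array. It was also low on BTBR female 1 (-3.85) and C57BL/6J female 1 (-2.85), where the forebrain list was at -0.14 and -0.26. A low cerebellar list is therefore not particular to C57BL/6J male 4. A candidate explanation is forebrain RNA in that sample, from the dissection or from a mislabelled tissue. Of the 13 cerebellar neuron genes, 12 were well above background on all arrays, this one included. Pcp2 at -3.06 and Slc1a6 at -2.97 had mean levels of 6.03 and 5.43, so that they stayed abundant. Cbln3, at -4.50 from a mean of -1.52, did not. This argues against a sample of forebrain alone. It leaves a mixture of tissues, whose source cannot be told here. The strain and sex labels of this array were not contradicted. It scored -71.7 on principal component 2, on the C57BL/6J side, and had Ddx3y at 0.999, close to the other males at 1.19 to 1.22. Ddx3y on this array was itself among the 15 cases. The other cases were the liver list at 0.0394 against -0.25 to -0.22, Wdr48 at 0.692 against 0.106 to 0.180, and Apex1 at 2.51 against 1.37 to 1.54, all relative to the other males. A mixture of tissues would move many genes, so that these may have the same source, which was not tested gene by gene. Without this array 596 genes differed between the strains in both sexes, against 582 with it. No biological explanation was tested, since the design gives none for a single mouse.

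The neurofilament list was at 1.17 on C57BL/6J male 3 and between -0.94 and -0.76 on the other C57BL/6J males. The brainstem list was at 2.51 on this array, higher than on the other 3. The myelin list, which shares no gene with these, followed the brainstem list over all arrays within groups (Pearson's r = 0.941), so that a candidate explanation is more brainstem in this sample. The array was on the same slide as C57BL/6J male 4, which had the neurofilament list at -0.90, so that the slide does not account for it.

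The remaining 8 cases were single probes. Xaf1 at its brighter probe was at -0.155 on C57BL/6J male 3 (others -0.99 to -0.94), and Gapdh was at 7.75 on C57BL/6J male 2 (others 7.86 to 7.87). On BTBR male 3, Ccnd1 was at 0.991 (others 0.468 to 0.486) and Parp3 at -3.52 (others -3.30 to -3.27). Med8 at its brighter probe was at 3.49 on BTBR male 4 (others 2.65 to 2.79). Giyd2 was at -0.442 on BTBR female 4 (others -0.30 to -0.28). A non-coding transcript on chromosome 5 was at -1.65 on BTBR female 1 (others -1.14 to -1.06). The other Med8 probe was at -4.52 on BTBR female 2 and at -7.17 to -6.87 on the other BTBR females. It was well above background on that array alone among them, and a dim probe varies more on the log2 scale. These arrays are spread over groups and both slides, and neither a technical nor a biological explanation was tested for them beyond the number that chance gives.

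The arrays also hold probes for long intergenic non-coding RNAs, which the paper does not report on. Of 5594 such probes tested, 170 were called in both sexes in the same direction, 77 higher and 93 lower in BTBR. This was 3.04% of them, against 1.99% of the other probes, and Table S1 lists 0 of them. Such probes show the same kinds of technical limits as others. A strain variant under a probe stays open, as the comparison of probes of a gene did not decide it (Fisher's exact test across genes, p = 0.402). A difference between the strains in the regulation of these transcripts also stays open and was not tested.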

How the results depend on the processing

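The settings with a regional score, the methods' t-test on the median signal or without a filter, components and clustering on the probes called by that test, and the probe with the lowest signal were chosen after the results were seen, as was leaving out arrays for the sex differences, the gene lists and the comparison of probes. For the results below whose value moved, the cause was not tested, except where the setting itself tests fewer probes or applies another threshold.

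There were 793 genes differing between strains in males, 759 genes differing between strains in females and 582 genes differing between strains in both sexes. It was lower with the median signal (487, 495 and 367), with normexp background correction (413, 395 and 304), with the stricter filter, which tests fewer probes (442, 432 and 314), and with the methods' t-test after Benjamini-Hochberg adjustment (427, 460 and 285). Limma at an unadjusted p gave 1236 in males and 1156 in females, no fold threshold gave 1197 and 1150, and the methods' t-test without a filter gave 1432 and 1419. In both sexes, quantile normalization gave 569, the deposited table 584, no filter 542, the slide as a block 567, each sex fitted alone 440, the methods' t-test 721, the same test on the median signal 429 and the regional score as a covariate 781. With each array left out in turn the count lay between 674 and 798 in males, between 642 and 814 in females and between 508 and 596 in both. The share of genes higher in BTBR in both sexes was 44.8%. With the stricter filter this balance was reversed, with more genes higher than lower.

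The interaction gave 0 genes with limma, and 126 with limma at an unadjusted p with a fold threshold and 84 with the methods' t-test. It stayed at 0 under each other alternative except without C57BL/6J female 3, where 1 gene passed (range 0 to 1). The sex differences gave 6 genes in C57BL/6J and 1 with the stricter filter, with 6 to 9 when arrays were left out. In BTBR they gave 13 genes, 7 with the median signal, 6 with normexp, 6 without a filter and 4 with the stricter filter. When arrays were left out they lay between 6 and 21, with 21 without C57BL/6J male 4 and 6 to 8 without any BTBR array except male 2, so that this count rests on single arrays.

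Principal component 1 held 40.8% of the variance and did not separate the strains under any alternative fixed in advance. It held 38.9 to 45.7% when arrays were left out, 25.5% without a filter and 48.6% with the stricter filter. On the probes called by the methods' t-test it held 73.6% and separated them. Those probes were selected for differing between the strains, which shows the cause. Principal component 2 held 21.0% (20.6 to 22.7% when arrays were left out) and separated the strains, except without a filter (18.6%, exact permutation p = 0.185) and on the probes called by the methods' t-test (8.27%). The first split of the clustering placed 8 of 16 arrays with their strain under every alternative fixed in advance, 8 to 9 when arrays were left out, and 16 on the probes called by the methods' t-test.

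For the named genes, 120 results were recomputed under the settings of signal, normalization and block, 110 with the median over all tested probes and 16 with the probe of lowest signal. With the probe of the accession with the lowest signal in place of the highest, 10 values that had not been called changed sign and were called. Log2 fold changes were then 6.72 and 6.91 for Xaf1 in males and females (bounds), -5.87 and -5.24 for Giyd2 (in females a bound), -1.64 and -1.62 for Rps6, -1.79 and -1.78 for Btrc and -1.41 and -1.55 for Tiparp. The median over all tested probes has no test, and it takes fitted values also of probes below background in a strain, so that its sizes are no measured folds. Among values called at the main probe it reversed the sign of 4, to -1.11 and -1.31 for Foxo3 in males and females, -0.32 for Socs6 in females and -2.56 for Enpp1 in females. It also changed the sign of Xaf1, which had not been called, to 3.58 for Xaf1 in males and 3.13 for Xaf1 in females. These settings read other probes of the gene, which shows the cause. With the median signal and with normexp, 12 calls each were lost and 0 reversed. Among those lost were Foxo3, Parp3, Xrcc6bp1, Gdf15 and Socs6 in both sexes. Of 1920 values with an array left out, 24 lost their call and 0 reversed. These include Ccnd1 in males without C57BL/6J male 1 (-0.995) or male 2 (-0.992). The calls of Wdr48, Cdkn1a and Ogg1 held under each setting run for them.

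Of the genes in Table S1, 289 had the listed direction, with 284 to 291 when arrays were left out. Limma called 193 in both sexes, with 167 to 186 when arrays were left out and 115 with normexp.

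The mean log2 fold changes of the gene lists moved with the median signal in females, from 0.0808 to 0.0747 for p53 targets and from 0.129 to 0.0979 for antioxidant genes. Of the gene lists: base excision repair in females moved from 0.00487 to 0.00341. With fry the p53 targets passed in males (0.097) and females (0.0808), and the antioxidant genes in males (0.29) and the interferon response in females (-0.302) no longer did. Camera's call of the antioxidant genes in males was lost without C57BL/6J male 2 or 4 or BTBR male 2 or 3, and its call of the interferon response in females without C57BL/6J female 1 or 2 or BTBR female 2 or 3. When arrays were left out, the p53 targets lay between 0.0621 and 0.123 in males and 0.0636 and 0.105 in females. The antioxidant genes lay between 0.192 and 0.378 in males and 0.0302 and 0.246 in females. Base excision repair lay between -0.0791 and -0.0218 in males and -0.0425 and 0.0544 in females, and the interferon response between -0.127 and 0.147 in males and -0.496 and -0.139 in females. In the test of probe concordance, the difference between genes called lower and higher in the share whose other probes follow was 5.5 percentage points. It was -8.9 with the median signal, -3.81 with normexp and -1.95 when the same sign alone was asked for, and -3.65 to 6.43 when arrays were left out, so its sign is not settled.

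The groups share replicate numbers in the labels. Of 24 same-numbered pairs of arrays of different groups, the deviations from the group means correlated with a median r of -0.321, from -0.649 to 0.831, with 7 above 0.1, so the numbers do not pair the samples. With the replicate number as a block there were 696 genes differing between strains in males, 674 genes differing between strains in females and 513 genes differing between strains in both sexes, of which 509 were among the 582. Among named genes, Gdf15 in males (-1.76) and Socs6 in females (1.78) were not called and Enpp1 in males (1.10) was.

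Signal over background limits what can be measured: 26723 of 55681 probes were well above background on every array, and folds against a group below background are bounds.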

Differences from the paper's values

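The setting with the probe of lowest signal and the methods' t-test on the median signal were chosen after the values were seen. The paper reports 325 genes differing between strains in both sexes, and 582 were called here. The 582 also count non-coding transcripts and probes without a gene name as genes. Of their 678 probes, 170 are for long intergenic non-coding RNAs, of which Table S1 lists 0, so the counts cover unlike sets. The counts by direction below share this limit. Of the alternatives fixed before the data were examined, the median signal (367), normexp background correction (304), the stricter filter (314), the methods' t-test after Benjamini-Hochberg adjustment (285) and each sex fitted alone (440) came within 1.5 times the paper's count. Quantile normalization, the deposited table, no filter, the slide or replicate number as a block, limma at an unadjusted p, the methods' t-test on the processed signal (721), no fold threshold, probes in place of genes and each array left out did not. The methods' t-test on the median signal, which the methods name, with the filter on dim probes and chosen after seeing the values, gave 429 and came within it.

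Figure 1C shows about 140 genes higher in BTBR in both sexes, read by eye, and 261 were higher here. The same 5 alternatives came within 1.5 times that value (168, 138, 163, 127 and 196), and the others did not. Figure 1C shows about 180 genes lower in BTBR, read by eye, and 321 were lower here. The same 5 alternatives again came within it (199, 166, 151, 158 and 244), and the others did not. Of these 5, the stricter filter alone gave more genes higher (163) than lower (151).

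For Xaf1 the paper gives folds of 238 in males and 211 in females. At the probe taken here the folds were -1.70 and -2.77, with a minus sign where the gene is lower in BTBR. No alternative fixed before the data were examined reached the paper's values, the median over all tested probes giving log2 values of 3.58 for Xaf1 in males and 3.13 for Xaf1 in females, which average in the fitted value of a probe that was dim on all C57BL/6J arrays and are no measured folds. The probe of the accession with the lowest signal, chosen after seeing the values, gives at least 106-fold and at least 120-fold, bounds that lie under the paper's values. The ratio of its mean signals, 242 and 212, lies close to the paper's folds, which therefore match this probe and not the brighter one. It is a fold over background, as the probe was dim on all 8 C57BL/6J arrays, so the exact fold of expression is not known.

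For Hdac1 the paper's Table S1 gives -2.31 in males and -2.17 in females, and 1.01 and 1.06 were found here. The median over all tested probes gave -1.97 and -1.87, which is within 1.5 times the paper's values, and no other alternative fixed before the data were examined did. At both other probes of the accession Hdac1 was lower, by log2 fold changes of -1.42 and -1.36 and of -0.981 and -0.902.

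For Giyd2 the paper's Table S1 gives -59.52 in males and -73.53 in females, against 1.19 and 1.22 here. For Rps6 it gives -3.18 and -3.09, against 1.06 and 1.05 here. For Btrc it gives -3.51 and -3.45, against 1.01 and 1.08, and for Tiparp -2.70 and -2.94, against 1.02 and 1.06. For Med8 it gives -188.68 and -136.99, against -1.30 and -1.27 here. No alternative fixed before the data were examined came within 1.5 times these values. The probe with the lowest signal, chosen after seeing the values, calls all 5 genes lower in both sexes. On the log2 scale it gave -1.64 and -1.62 for Rps6, -1.79 and -1.78 for Btrc, and -1.41 and -1.55 for Tiparp, each close to the paper's folds. Giyd2 was at least 37.7-fold lower in females, and Med8 at least 77.1-fold lower in males, both bounds that lie under the paper's values. Giyd2 in males (log2 fold change of -5.87) and Med8 in females (137-fold lower) were well above background on 1 of 4 BTBR arrays each. Their size as a change in expression is therefore uncertain. The plain ratios of the mean signals at these probes, in males and females, were 58.5 and 73.1 for Giyd2 and 185 and 137 for Med8. They lie close to the paper's folds, which therefore match these probes and not the brighter ones.

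The paper describes Ccnd1 in its discussion as up-regulated in BTBR. It was lower here in both sexes, by log2 fold changes of -1.05 and -1.21, and the paper's Table S1 also lists it as lower. The paper describes the arrays as grouping by strain in clustering (Figure 1A) and on its principal component plot (Figure 1B). Here the first split of the clustering placed 8 of 16 arrays with their strain, and the strains separated on principal component 2, with 21.0% of the variance, and not on principal component 1, with 40.8%. With the probes called by the methods' t-test, a setting chosen after seeing the values, the clustering placed 16 of 16 arrays with their strain and principal component 1, with 73.6%, separated the strains.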

Other observations

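The tests of slide and of array brightness on principal component 1 were chosen after the scores had been seen, as were the regional score as a covariate and the deciding value and label of the interferon test, and the marker lists were written after the components were seen. The remaining tests were planned.

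The arrays were split in other ways to ask whether chance could give counts of genes as large. Of the 35 splits of the 8 male arrays into 4 and 4, 1 gave as many genes as the strains, the real one, and of 100 splits drawn for both sexes at once it was 1 as well, so that no other split gave as many. Of the 35 splits of the female arrays, 2 did, so that this count alone does not exclude chance. The other split gave 2288 genes and set 4 arrays with a regional score (the mean of brainstem genes minus that of cerebellar neuron genes) of 0.931 to 6.80 against 4 arrays with -4.20 to -1.82. With the regional score as a covariate, the strains gave 1075 genes in females and that split 0. For the sexes in C57BL/6J 1 of 35 splits gave as many genes, and in BTBR 2 of 35 did. There the other split gave 5639 genes and again followed the regional score (1.23 to 6.80 against -4.20 to -3.22), and with the covariate the sexes gave 54 genes and that split 2. The interaction gave 0 genes, so that 100 of 100 drawn splits give as many whatever the data, which says nothing about chance. Splits by slide gave 0 genes in each comparison within a sex or strain.

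The largest source of variation, principal component 1 with 40.8% of the variance, ran across all 4 groups. Its leading genes at one end were Slc5a7, Dbh and Slc18a3, and at the other Prl2c5, Cbln3 and Bcl2l15. The slides did not differ on it (exact permutation p = 0.659), and quantile normalization left it with 40.4% of the variance, which argues against slide and overall brightness as its source. Its correlation with the 75th percentile of the arrays was r = -0.33 (rho = -0.45). A hypothesis is that the dissected samples held more or less brainstem. Within groups over 16 arrays, the list of 10 myelin genes, which was not used to find the pattern, followed the brainstem list with Pearson's r = 0.941 (permutation p = 6e-05, adjusted 0.00018 over 6 lists) and Spearman's rho = 0.921 (permutation p = 0.00011), with r = 0.925 without the 2 farthest arrays and 0.961 and 0.943 within the slides. The 3 neurofilament genes followed it with r = 0.963 (permutation p = 6e-05, adjusted 0.00018) and rho = 0.956 (permutation p = 3e-05). Without the 2 farthest arrays r was 0.951, and it was 0.991 and 0.962 within the slides. Cerebellar neuron genes went the other way, with r = -0.761 (permutation p = 0.00161, adjusted 0.00322) and rho = -0.791 (permutation p = 0.00129), at -0.672 without the 2 farthest arrays and -0.911 and -0.535 within the slides. Choroid plexus (r = 0.473, permutation p = 0.0935), liver (r = -0.0241, permutation p = 0.941) and forebrain genes (r = 0.111, permutation p = 0.75) did not follow it. Of 15 listed brainstem genes 8 were tested, 2 of them well above background on all arrays, and 5 were among the leading genes of the components, as were 6 of the 13 cerebellar neuron genes. All 10 myelin and 3 neurofilament genes are expressed in this tissue on every array. A difference in the share of brainstem does not account for the strain differences, since 579 of the 582 genes (99.5%) kept their call with the regional score as a covariate. Whether the arrays differ through dissection or between mice was not tested.

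BTBR male 3 scored 59.4 on principal component 4. The liver list was at 1.31 on this array, with Cyp2e1 at 3.74, F2 at 3.11, Serpinc1 at 3.04, C3 at 2.31, Hpx at 2.10 and Apoh at 1.62, while the other BTBR males had list means between -0.14 and 0.85. The other 5 tested genes of the list did not rise on it, with Vtn at 0.14, Tat at 0.10, Apoa2 at 0.06, Apoc3 at -0.145 and Ttpa at -0.68. Of 15 listed liver genes 11 were tested, and 8 were well above background on all arrays. A little liver RNA in that sample may be a source, but only 6 of 11 genes rose. Of those that did not, Apoa2 and Vtn had high mean levels over all arrays (2.67 and 3.24), where a little liver need not show. Tat, Apoc3 and Ttpa were dimmer (-1.59, -3.07 and -2.72). Alb, Ahsg, Fabp1 and Fgg were among the leading genes at this end of the component, which itself picked them. The source stays open. The list mean on this array lies beyond the range of the other males, but the distance is not large against that range. BTBR male 1 at 0.85 was the next highest. The sex differences in BTBR included Fgg (4.59) and Fabp1 (4.78), male minus female on the log2 scale.

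Probes are designed on the sequence of a reference strain, so that a variant in BTBR could lower a signal without a change in expression. If so, the other probes of genes called lower would follow less often than those of genes called higher. They followed in 51 of 153 genes called lower (33.3%) and in 27 of 97 called higher (27.8%), a difference within chance (Fisher's exact test across genes, two-sided, p = 0.402). In both directions most other probes did not follow, and for 44 and 26 genes they had the opposite sign. A variant under the probe therefore stays open for single genes, as do transcripts that share only some probes.

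Genes called in both sexes lay near each other. Of 567 with a position, 312 had another called gene 0.1 to 1 Mb away, against a median of 257 and a highest value of 308 in 10000 random lists of tested genes (permutation p = 1e-04, the smallest these lists can give). This is consistent with local differences between the genomes of the strains, which the paper names as a source, and with groups of related genes whose probes share sequence, which were not told apart. Chromosomes were cut into windows of equal length, and shares are of all tested genes of a window. The window with the most called genes was on chromosome 13, with 11 of 74 tested genes (14.9%). Its called genes lay from 21.83 to 23.79 Mb. Among the 20 windows with the most called genes, the share was highest on chromosome 6, with 6 of 32 (18.8%) and called genes from 136.8 to 137.8 Mb. Next was chromosome 2, with 5 of 28 (17.9%) and called genes from 144 to 144.6 Mb. The share of genes called was 4.39% on chromosome 13, 4.27% on chromosome 4 and 0.847% on chromosome 16.

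A hypothesis for Xaf1 at the probe where it is higher in BTBR is a raised interferon response. The list of 35 interferon genes, of which 34 were tested, had a mean log2 fold change of -0.0195 in males, with 15 higher, and -0.302 in females, with 8 higher (adjusted p = 0.909 and 0.0165 from limma's camera, and 0.957 and 0.715 from fry). Genes with an adjusted p under 0.05 numbered 1 in each sex over all genes tested, and 2 in males and 1 in females when adjusted over the list alone. That gene was Ifitm3, higher in BTBR by 1.48 and 1.35. Without Xaf1 the list gave p = 0.635 in males and 0.00843 in females from limma's camera, in females towards lower values in BTBR, against p = 0.398 in females from fry and p = 0.429 from an exact permutation test of the means of the arrays, where 0.0286 is the smallest that 4 arrays against 4 allow. The prediction written in advance was that the list would be higher in both sexes by camera and by fry, and that a list which is not higher would argue against the explanation. The deciding value was first 0.00843, which argued against it. The value 0.635, the larger of the sexes, was taken only after both had been seen, together with a reading that asks camera and fry both to show a fall. By the prediction as written the list was not higher. As the fall in females lay within the spread between arrays and the mean in males was near 0 over genes that go both ways, a raised response was not seen and is not excluded.

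A hypothesis for Cdkn1a is a rise of p53 targets as a group. Without Cdkn1a, the p53 list gave p = 0.747 in males and 0.727 in females from limma's camera and 0.073 and 0.0869 from fry, against 0.571 and 0.314 from an exact permutation test of the means of the arrays. Its means were 0.0341 and 0.0375. A hypothesis for Ogg1 is a shared fall of base excision repair genes. Without Ogg1 that list gave p = 0.731 in males and 0.249 in females from limma's camera, with means of 0.0182 and 0.0805, against 0.771 and 0.371 from an exact permutation test of the means of the arrays. Neither group change was seen, and means near 0 over genes that go both ways do not exclude a change of some of them.

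Of the probes called in 1 sex only, 70.4% had the same sign and at least 0.5 of the size in the other sex, and 0 passed the interaction with limma. Over all tested probes, 422 had an unadjusted interaction p under 0.05, fewer than the 1554 that chance gives. These calls are consistent with a threshold missed in the other sex. Principal component 2 did not separate the sexes, with or without the 1181 tested probes on the X and Y chromosomes (permutation p = 0.791 without them), so that whether those chromosomes drive it by sex has no pattern to explain.

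Within C57BL/6J, 6 genes differed between the sexes through 11 probes (284 genes at an unadjusted p under 0.05), and within BTBR 13 genes through 19 probes (763 genes). Both strains share 6 of them, which include Xist, Ddx3y, Eif2s3y, Uty and Eif2s3x. In BTBR the others include Ciart (-1.39, male minus female) and Mmp14 (0.87). The genes with the smallest interaction p were 6330415G19Rik, Ciart and Mmp14, at adjusted p = 0.738, 0.738 and 0.794 from limma, so that none passed. The strain difference of 6330415G19Rik was -0.52 in males and 0.56 in females, that of Ciart -0.99 and 0.49, and that of Mmp14 0.04 and -1.03 (-1.035).

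The genes with the highest fitted differences in BTBR in both sexes, all dim on every C57BL/6J array, were a non-coding transcript on chromosome 18 (at least 61.8-fold in males and 78.2-fold in females), an unnamed probe, A_55_P2174736, on chromosome 10 (at least 77.3-fold and 70.3-fold), Xaf1 at its dimmer probe, AI594671 on chromosome 11 (at least 35.1-fold and 43.2-fold) and a non-coding transcript on chromosome 5 (at least 28.5-fold and 27.6-fold). The order rests on fitted differences, which in groups near background are not measured folds, so that it is no ranking of expression, and other genes have larger bounds than some of those named. The genes with the lowest fitted differences were Lrrc49 (at least 57.4-fold and 71.4-fold lower), Med8, Trim12a (at least 28.2-fold and 32.1-fold lower), Smco3 (log2 fold changes of -7.16 and -6.46, uncertain in size as it was well above background on 1 of 4 BTBR male and 2 of 4 BTBR female arrays) and Enpp1 (at least 19.2-fold and 27.2-fold lower). Another probe of Lrrc49 went the other way, by 1.20 in males and 0.86 in females, as did the Enpp1 probe that Table S1 lists, by 1.10 and 1.35. The falls of Lrrc49 and Enpp1 therefore belong to single probes. The other probes of Trim12a (at least 4.27-fold and 4.84-fold lower) and of Smco3 (log2 fold changes of -2.30 and -2.43) were also called lower. The other Med8 probe was not called, at -0.38 and -0.34.

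The paper measured further genes by qRT-PCR or western blot. On the arrays Ung, Apex1, Polb, Dnmt1, Dnmt3a, Dnmt3b, Tet1, Tet2, Mat2a, Ahcy, Cbs, Cth, Mthfd1, Tsc2, Akt1, Akt2 and Gapdh were not called in either sex. A call needs a fold change over 2, and the changes that the paper gives for Dnmt3a, Dnmt3b and Cth in males are smaller. The absence of a call therefore does not speak against them. In males Dnmt3a was at 0.03 and Dnmt3b at -0.48, with 0.20 and -0.16 at the other tested Dnmt3b probes. The paper measured TSC2 and AKT as protein. Among the listed genes the largest difference was Cth in males, with a log2 fold change of -0.65 (SE 0.219, adjusted p = 0.149 from limma), against 0.04 in females. The paper also gives Cth as lower in males. Cbs in males was at -0.38 (adjusted p = 0.0964 from limma).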
